# ELMO1 signaling is a promoter of osteoclast function and bone loss

**DOI:** 10.1038/s41467-021-25239-6

**Published:** 2021-08-17

**Authors:** Sanja Arandjelovic, Justin S. A. Perry, Ming Zhou, Adam Ceroi, Igor Smirnov, Scott F. Walk, Laura S. Shankman, Isabelle Cambré, Suna Onengut-Gumuscu, Dirk Elewaut, Thomas P. Conrads, Kodi S. Ravichandran

**Keywords:** RNA sequencing, Cell signalling, Mechanisms of disease, Bone, Bone quality and biomechanics

## Abstract

Osteoporosis affects millions worldwide and is often caused by osteoclast induced bone loss. Here, we identify the cytoplasmic protein ELMO1 as an important ‘signaling node’ in osteoclasts. We note that *ELMO1* SNPs associate with bone abnormalities in humans, and that ELMO1 deletion in mice reduces bone loss in four in vivo models: osteoprotegerin deficiency, ovariectomy, and two types of inflammatory arthritis. Our transcriptomic analyses coupled with CRISPR/Cas9 genetic deletion identify *Elmo1* associated regulators of osteoclast function, including cathepsin G and myeloperoxidase. Further, we define the ‘ELMO1 interactome’ in osteoclasts via proteomics and reveal proteins required for bone degradation. ELMO1 also contributes to osteoclast sealing zone on bone-like surfaces and distribution of osteoclast-specific proteases. Finally, a 3D structure-based ELMO1 inhibitory peptide reduces bone resorption in wild type osteoclasts. Collectively, we identify ELMO1 as a signaling hub that regulates osteoclast function and bone loss, with relevance to osteoporosis and arthritis.

## Abstract (web summary)

Osteoporosis and bone fractures affect millions of patients worldwide and are often due to increased bone resorption. Here the authors identify the cytoplasmic protein ELMO1 as an important ‘signaling node’ promoting the bone resorption function of osteoclasts.

## Introduction

Bone tissue turnover occurs throughout life and is vital for the maintenance of nutrient balance and damage repair. Bone loss (osteoporosis) impacts over 200 million people worldwide, with the risk level increasing with age—1 in 3 women and 1 in 5 men over the age of 50 experience bone fractures due to osteoporosis^1^. In addition, bone loss is a hallmark of rheumatoid arthritis, a chronic inflammatory disease of the synovial joints that affects ~1% of the human population^2^. While previous studies have identified multiple molecular players involved in bone loss^3^, including genes and transcription factors that regulate the generation of osteoclasts (osteoclastogenesis)^4^, the current treatment modalities are far from adequate. Further, there is a growing appreciation that targeting the functional activity of osteoclasts may be beneficial^3^, necessitating a better understanding of additional factors that control and contribute to osteoclast-mediated bone loss.

The cytoplasmic adapter protein ELMO1 was originally identified as a component of the machinery that facilitates phagocytosis of apoptotic cells, from nematodes to humans^5,6^. In this context, ELMO1 was shown to associate with DOCK and RAC proteins to mediate cytoskeletal reorganization leading to corpse uptake^5,6^. Further, ELMO1 was also shown to regulate gradient-dependent migration of cells to specific cues^7^. Consistent with its role in cell migration, ELMO1-dependent movement of neutrophils to inflamed joints contributes to arthritis progression^8^. Here, we show that ELMO1 acts as a signaling hub affecting the function of osteoclasts, cells that mediate bone degradation, to promote bone loss in arthritis and osteoporosis.

## Results

### ELMO1 promotes bone loss in models of osteoporosis

Examining publicly available databases, we observed a significant correlation between single-nucleotide polymorphisms (SNPs) in *ELMO1, DOCK2*, and *RAC1* genes with various bone and joint abnormalities in humans (Fig. 1a and Supplementary Table 1). To address the role of ELMO1 in bone pathology, we started by analyzing several in vivo mouse models of osteoporosis/bone erosion. The signaling pathway that drives bone resorption (through osteoclast generation and function) includes the receptor RANK and its ligand RANKL^9,10^. Under homeostatic conditions, RANKL activity is kept ‘in check’ by osteoprotegerin (OPG), a soluble decoy receptor for RANKL, acting as an endogenous inhibitor of RANKL. To test whether ELMO1 influences bone loss, we crossed *Elmo1* null mice to OPG-deficient mice (*Opg*^*−/−*^), a mouse model of osteoporosis^11^(Fig. 1b). While OPG-deficient mice exhibited osteoporosis (Fig. 1c), mice double-deficient for *Elmo1* and *Opg* (*Elmo1*^*−/−*^*Opg*^*−/−*^) showed significantly improved bone density at both 16 and 30 weeks of age (Fig. 1d). To address whether the effects of ELMO1 loss can extend beyond 30 weeks, we aged several cohorts of these mice for microCT analysis. *Opg*^*−/−*^ and *Elmo1*^*+/−*^*Opg*^*−/−*^ mice (that are ELMO1 sufficient) exhibit extensive osteoporosis and significant comorbidities, such as bone breaks and vascular calcification^11^, resulting in few mice reaching advanced age. Nonetheless, microCT-based comparison of the vertebral trabecular bone content and density in those littermate mice that reached 1 year of age showed that the trabecular bone loss that was observed in *Elmo1*^*+/−*^*Opg*^*−/−*^ mice was reduced in *Elmo1*^*−/−*^*Opg*^*−/−*^ mice (Fig. 1e, top panels), evidenced by the increased trabecular number and reduced spacing between the trabeculae (Fig. 1e, bottom panels). These data are suggestive of the potential for life-long effects of ELMO1 loss on bone preservation. As a second model, we tested whether loss of ELMO1 can alleviate bone loss in an established model of post-menopausal osteoporosis, i.e., ovariectomy-induced osteoporosis^12^. We surgically removed the ovaries from 8-week old female *Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ mice and evaluated their bone integrity 6 months postsurgery by microCT analysis (Fig. 1f). Compared to the wild-type littermates, we noted significantly increased trabecular number and reduced spacing between the trabeculae in ovariectomized *Elmo1*^*−/−*^ mice (Fig. 1g). These data suggest that ELMO1 contributes to chronic osteoporosis in noninflammatory settings and that ELMO1 loss decreases bone resorption.

**Fig. 1:**
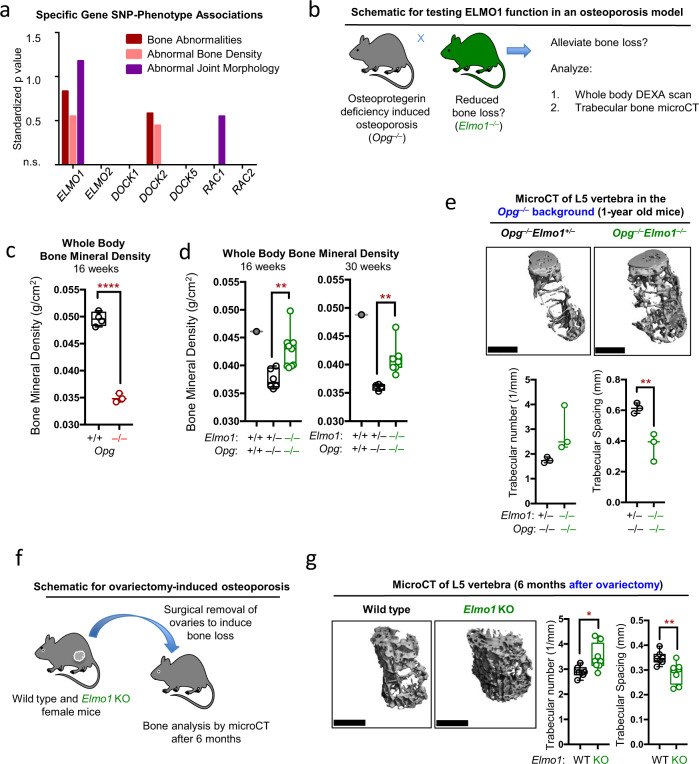
*Elmo1*^*−/−*^ mice have reduced bone erosion in two models of osteoporosis. **a** Single-nucleotide polymorphisms (SNP)-disease and phenotype associations discovered via search of the GWASdb SNP-Disease and six other SNP-phenotype association databases. The data are plotted using a standardized *p* value. Databases used and specific SNPs are indicated in Supplementary Table 1. **b** Schematic for testing ELMO1 function in alleviating bone loss caused by osteoprotegerin (OPG) deficiency. **c** Whole-body bone mineral density in wild type (black, *n* = 4) and *Opg*^*−/−*^ (red, *n* = 3) mice measured by DEXA scanning. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown and median indicated. ****p < 0.0001, Student’s *t* test, two-tailed, unpaired. **d** Whole-body bone mineral density in wild type (gray, *n* = 1), *Elmo1*^*+/−*^*Opg*^*−/−*^ (black, *n* = 6 at 16 weeks, *n* = 4 at 30 weeks) and *Elmo1*^*−/−*^*Opg*^*−/−*^ (green, *n* = 9 at 16 weeks, *n* = 7 at 30 weeks) mice measured by DEXA scanning. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown and median indicated. **p < 0.01, Student’s *t* test. **e** Representative microcomputed tomography (MicroCT) images of L5 vertebra trabecular bone (top panels) and quantification of the trabecular numbers and spacing (bottom panels) in *Elmo1*^*+/−*^*Opg*^*−/−*^ (black, *n* = 3) and *Elmo1*^*−/−*^*Opg*^*−/−*^ (green, *n* = 3) mice. Scale bar = 1 mm. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown, and median indicated. **p < 0.01, Student’s *t* test, two-tailed, unpaired. **f** Schematic for testing ELMO1 function in ovariectomy-induced osteoporosis. **g** Representative MicroCT images of mouse L5 vertebra trabecular bone (left panels) and quantification of the trabecular numbers and spacing (bottom panels) in *Elmo1*^*+/+*^ (WT, black, *n* = 7) and *Elmo1*^*−/−*^ (KO, green, *n* = 8) mice. Scale bar = 1 mm. Data are presented in a Box and Whiskers format with box indicating 25th–75th percentile, all data points shown, and median indicated. *p < 0.05, **p < 0.01, Student’s *t* test, two-tailed, unpaired. Each symbol represents a mouse. Source data are provided as the Source data file.

### *Elmo1* deletion decreases bone loss in arthritis

The cartilage and bone erosions are also early hallmarks of the debilitating human inflammatory disease rheumatoid arthritis (RA)^13^. Therefore, we tested whether ELMO1 plays a role in bone loss during arthritis via two mouse models—collagen-induced arthritis and K/BxN serum-induced arthritis (see Methods). To analyze bone remodeling in collagen-induced arthritis (CIA), a model that mimics many features of human rheumatoid arthritis^14^, we back-crossed *Elmo1*^*−/−*^ mice to the DBA/1 J strain (consistently susceptible to collagen-induced arthritis^14^) and immunized them with collagen (Fig. 2a). On day 50 postimmunization (start of the chronic disease stage), paw lysates from arthritic *Elmo1*^*+/+*^DBA mice showed increased expression of osteoclast marker genes *Oscar* and *Ctsk* (Fig. 2b). In contrast, *Oscar* and *Ctsk* expression in *Elmo1*^*−/−*^DBA mice subjected to CIA were not increased (Fig. 2b). We then performed microCT imaging of bone surfaces in the ankles of wild type and *Elmo1*^*−/−*^DBA mice on day 75 of CIA when the chronic phase of the arthritis is usually reached^8^. We noted extensive bone erosion coupled with re-mineralization around the joints of wild-type mice, observed as dents and knobs on the surface of the bone (Fig. 2c and Extended Data Fig. 1a). In contrast, bone surfaces of *Elmo1*^*−/−*^DBA mice were smooth in appearance, suggestive of few erosions and less remodeling events (Fig. 2c and Extended Data Fig. 1a). Bone erosion quantification of the calcaneus confirmed a significant decrease in the number of erosion pores in the *Elmo1*^*−/−*^DBA mice, with the reduction in the percentage of the bone with porous appearance (Fig. 2d and Supplementary Movie 1). Similarly, in the “acute” arthritis model, induced by two injections of K/BxN serum^8^ (Fig. 2e), the paws from *Elmo1*^*−/−*^ mice had significantly decreased expression of osteoclast markers *Oscar* and *Ctsk* (Fig. 2f), and *Elmo1*^*−/−*^ mice exhibited significantly reduced bone erosion (Fig. 2g and Extended Data Fig. 1b).

**Fig. 2:**
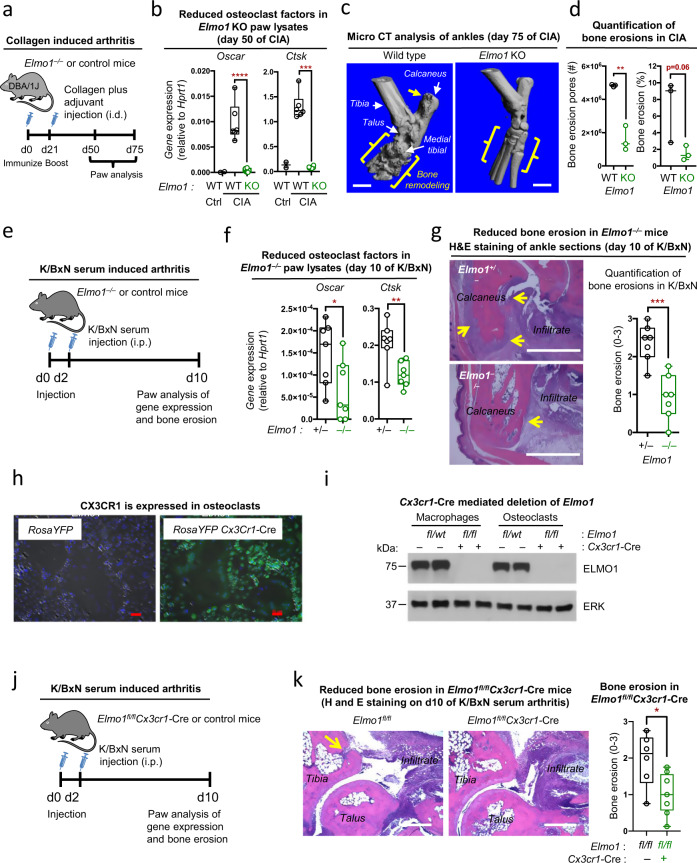
*Elmo1*-deficient mice display reduced bone erosion in two models of arthritis. **a** Schematic of collagen-induced arthritis (CIA) induction in *Elmo*^*−/−*^-DBA/1 J mice. **b** Expression of indicated genes was analyzed in the total paw extracts from either healthy *Elmo1*^*+/+*^-DBA (WT Ctrl, black, *n* = 2), or *Elmo1*^*+/+*^-DBA (WT, black, *n* = 6) and *Elmo*^*−/−*^-DBA (KO, green, *n* = 6) mice on day 50 of CIA by quantitative RT-PCR. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown and median indicated. ***p < 0.001, ****p < 0.0001, Student’s *t* test, two-tailed, unpaired. **c** MicroCT images of mouse ankles at the chronic phase of CIA. The significant bone remodeling in *Elmo1*^*+/+*^-DBA mice (wild type), indicated by yellow brackets, is absent in *Elmo1* KO. The yellow arrow denotes bone erosion in the calcaneus. One representative of three mice analyzed is shown. Scale bar = 1 mm. **d** Bone erosions were quantified in the area of the calcaneus of *Elmo1*^*+/+*^-DBA (WT, black, *n* = 3) and *Elmo*^*−/−*^-DBA (KO, green, *n* = 3) mice in the chronic phase of CIA, as described in the Methods. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown, and median indicated. **p < 0.01, Student’s *t* test, two-tailed, unpaired. **e** Schematic of the K/BxN serum transfer mediated arthritis induction in *Elmo*^*−/−*^ C57BL/6 mice. **f** Expression of indicated genes was analyzed in the total paw extracts from *Elmo1*^*+/−*^ (black, *n* = 7) and *Elmo1*^*−/−*^ (green, *n* = 7) mice on day 10 after K/BxN serum injection. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown, and median indicated. *p < 0.05, **p < 0.01, Student’s *t* test, two-tailed, unpaired. **g** Bone erosions were quantified in the H&E-stained histology sections of mouse ankles from *Elmo1*^*+/−*^ (black, *n* = 7) and *Elmo1*^*−/−*^ (green, *n* = 7) mice on day 10 of K/BxN serum-induced arthritis. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with the box indicating 25th–75th percentile, all data points shown, and median indicated. ***p < 0.001, Student’s *t* test, two-tailed, unpaired. **h** Osteoclasts were differentiated from the bone marrow of *RosaYFP* and *RosaYFP-Cx3cr1*-Cre mice and analyzed (day 6) for YFP protein expression by microscopy. Scale bar, 0.05 mm. A representative of two independent experiments is shown. **i** Confirmation of loss of ELMO1 expression in osteoclasts from *Cx3cr1-Cre-Elmo1*^*fl/fl*^ mice. ELMO1 protein expression in whole cell extracts from macrophages or osteoclasts differentiated from the bone marrow of indicated mice. ERK was used as a protein loading control. A representative of two independent experiments is shown. **j** Schematic of the K/BxN serum transfer mediated arthritis induction in *Elmo*^*fl/fl*^*Cx3cr1-*Cre mice. **k** Bone erosions were quantified in the H&E-stained histology sections of female *Elmo1*^*fl/fl*^*Cx3cr1*-Cre (green, *n* = 8) and *Elmo1*^*fl/fl*^ (black, *n* = 6) on day 10 of K/BxN serum-induced arthritis. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with box indicating 25th–75th percentile, all data points shown, and median indicated. *p < 0.05, Student’s *t* test, two-tailed, unpaired. Source data are provided as the Source data file.

### ELMO1 function in osteoclasts promotes bone loss in arthritis

In our previous studies, we observed that mice with macrophage lineage-specific deletion of *Elmo1* (*Elmo1*^*fl/fl*^*Cx3cr1*-Cre mice) develop acute K/BxN serum-induced joint inflammation similar to control mice^8^. Osteoclasts are part of the monocytic/macrophage lineage^15^. We first verified that *Cx3cr1*-Cre can target osteoclasts by crossing to the YFP reporter mice to generate *RosaYFP-Cx3cr1*-Cre osteoclasts (Fig. 2h), and that ELMO1 protein expression is lost in *Elmo1*^*fl/fl*^*Cx3cr1*-Cre osteoclasts (Fig. 2i). We then subjected *Elmo1*^*fl/fl*^*Cx3cr1*-Cre mice to K/BxN serum-induced arthritis (Fig. 2j). After verifying that inflammatory scores were not reduced in these mice (Extended Data Fig. 1c), we asked whether there was a difference in bone erosion. Compared to control mice, *Elmo1*^*fl/fl*^*Cx3cr1*-Cre mice showed significantly decreased bone erosions at the peak of acute inflammatory disease (Fig. 2k). Thus, in both the acute and chronic models of arthritis, ELMO1 contributes to the bone erosions, likely due to function in macrophage lineage cells such as osteoclasts.

Bone remodeling involves degradation of the old bone matrix via osteoclasts (of macrophage lineage), followed by new bone mineralization by osteoblasts (mesenchymal origin)^3,15,16^. Osteoclast deficiencies are associated with the development of osteopetrosis, or dense “stone bone,” due to the shift in balance toward bone mineralization^17^. However, healthy *Elmo1*^*+/−*^ and *Elmo1*^*−/−*^ mice do not have significantly increased bone density, when compared to wild-type littermates (Extended Data Fig. 2a). To address the possibility that ELMO1 deficiency results in increased osteoclast numbers, we first quantified osteoclast numbers below the bone growth plate of tibias via staining for TRAP^18^, a marker for mature osteoclasts (Extended Data Fig. 2b). We noted a small but significant increase in TRAP + cells in the bones of *Elmo1*^*−/−*^ mice (Extended Data Fig. 2b). We also tested the serum levels of TRAcP 5b as an additional readout of osteoclast numbers in vivo^19^. Increased TRAcP 5b levels were detected in the serum of *Elmo1*^*−/−*^ mice, compared to controls (Extended Data Fig. 2c, with one *Opg*^*−/−*^ mouse shown as a control for increased osteoclast numbers^11^). On the other hand, the serum levels of the collagen degradation fragments (CTX-I), a measure of osteoclast activity^20,21^, trended toward decreased osteoclast function in ELMO1 deficiency (Extended Data Fig. 2c). We further explored these serum indices of osteoclast number and activity in *Elmo1*^*+/+*^DBA and *Elmo1*^*−/−*^DBA mice under healthy and collagen-induced arthritis conditions. As expected, mice subjected to collagen-induced arthritis displayed increased osteoclast numbers and activity compared to healthy mice (Extended Data Fig. 2d). In these *Elmo1*^*−/−*^DBA mice, we again noted trends toward increased numbers of osteoclasts and decreased activity (Extended Data Fig. 2d). Finally, we tested *Elmo1*^*+/+*^*Opg*^*−/−*^*, Elmo1*^*+/−*^*Opg*^*−/−*^ and *Elmo1*^*−/−*^*Opg*^*−/−*^ mice, in which we noted a significant *Elmo1* dose-dependent decrease in osteoclast activity without a change in osteoclast numbers (Extended Data Fig. 2e). Collectively, these data suggest that loss of ELMO1 could decrease osteoclast activity, which may be compensated by increased osteoclast numbers under baseline conditions (explaining healthy bone appearance unless there are bone loss promoting stimuli). Importantly, osteoblasts established from *Elmo1*^*−/−*^ mice exhibited mineralization comparable to control cultures (Extended Data Fig. 2f). As many diseases with bone demineralization/bone loss associate with augmented osteoclast activity^3,9^, we further tested whether ELMO1 affects osteoclast function.

### ELMO1 promotes bone resorption activity in cultured osteoclasts

Mature osteoclasts are formed by the fusion of osteoclast precursor cells^9^. We established primary cultures of osteoclasts by culturing bone marrow cells with the cytokines M-CSF and RANKL (see Methods). The highest level of *Elmo1* mRNA was seen on day 4 (Fig. 3a) that remained high through day 7 of culture and correlated with ELMO1 protein expression (Fig. 3b). Mature osteoclasts in control cultures were observed as large, multinucleated cells that stained positively for the osteoclast enzyme TRAP (Fig. 3c, top left panel). While *Elmo1*^*−/−*^ cultures also contained TRAP + cells, the morphology of mature *Elmo1*^*−/−*^ osteoclasts looked different, with diminished cell spreading (Fig. 3c, top right panel). Of note, osteoclast precursors from *Elmo1*^*−/−*^ mice could fuse to form multinucleated osteoclasts, and the number of osteoclasts with three or more nuclei was comparable between *Elmo1*^*−/−*^ and control cultures (see Methods and Extended Data Fig. 3a). However, when *Elmo1*^*−/−*^ osteoclasts were plated onto a bone-like matrix that is degraded by osteoclast enzymes, we observed significantly smaller and less frequent “resorption pits” in ELMO1-deficient osteoclast cultures (Fig. 3c, bottom panels and its quantitation in Fig. 3d and Extended Data Fig. 3b), indicating defective osteoclast bone resorption activity.

**Fig. 3:**
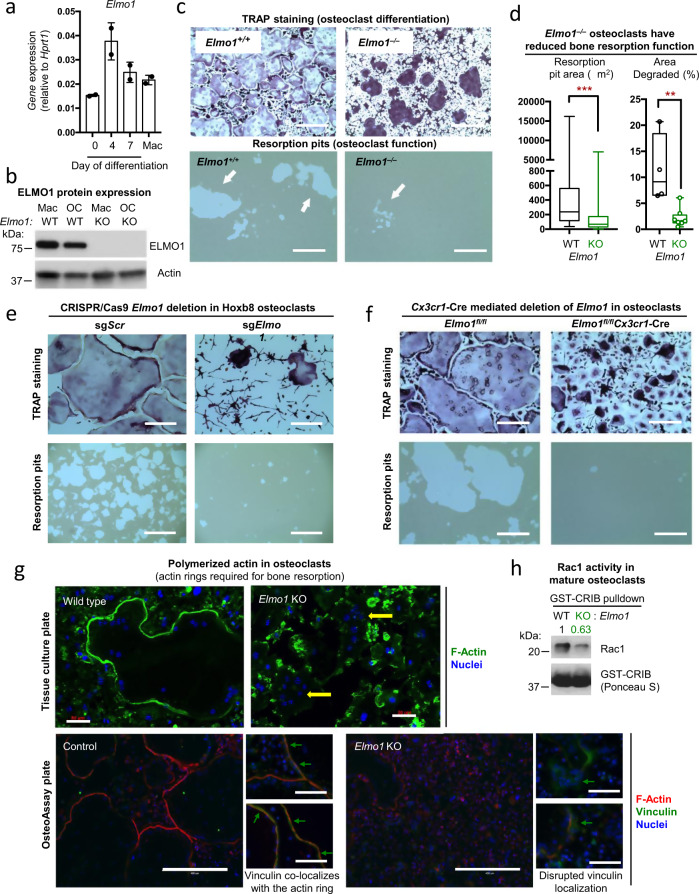
*Elmo1* promotes osteoclast function. **a**, **b** mRNA (scatter plot with bar, mean + /− SD shown) and protein expression for *Elmo1* in osteoclast cultures established from *Elmo1*^*+/–*^ or *Elmo1*^*+/+*^ (WT) and *Elmo1*^*−/−*^ (KO) mice. Actin protein expression is used as a loading control. A representative of three independent experiments is shown. **c**, **d** *Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ osteoclast cultures on day 7 of differentiation were stained for tartrate-resistant acid phosphatase (TRAP, top panels). Scale bar = 0.4 mm. *Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ osteoclasts were tested on OsteoAssay plates to reveal osteoclast resorption pits (bottom panels, arrows). Scale bar = 0.2 mm. One representative of eight experiments is shown. **d** Quantification of the resorption pits in osteoclast cultures from *Elmo1*^*+/+*^ (WT, black) and *Elmo1*^*−/−*^ (KO, green) mice. Data compiled from four WT and eight KO mice are shown. Data are presented in a Box and Whiskers format with a box indicating 25th–75th percentile. Median and Min/Max (left panel) or all points shown (right panel) are indicated. **p < 0.01, ***p < 0.001, Student’s *t* test, two-tailed, unpaired. **e** Hoxb8 sg*Elmo1* and sg*Scr* osteoclast cultures on day 7 of differentiation were stained for TRAP (top panels, scale bar = 0.2 mm) and tested on OsteoAssay plates to reveal osteoclast resorption pits (bottom panels, scale bar = 1 mm). A representative of three experiments is shown. **f** Osteoclasts from *Elmo1*^*fl/fl*^-*Cx3cr1*-Cre mice display a strong defect in bone resorption. Osteoclasts were differentiated from the bone marrow of *Elmo1*^*fl/fl*^ and *Elmo1*^*fl/fl*^-*Cx3cr1*-Cre mice as described in the Methods. On day 5, the cells were fixed and TRAP stained (left panels). Cells grown on OsteoAssay plates were removed on day 5 to reveal the resorption pits (right panels). Scale bars = 0.2 mm. Representative of three experiments is shown. **g** Phalloidin, vinculin, and Hoechst staining (pseudocolored as indicated) of *Elmo1*^*+/+*^ (wild type), *Elmo1*^*+/−*^ (control), and *Elmo1*^*−/−*^ (KO) osteoclasts grown on tissue culture (top panels) or OsteoAssay (bottom panels) plates. Yellow arrows indicate multinuclear cells. Green arrows point to examples of vinculin / F-actin localization. Scale bar = 0.05 mm (top panels), 0.4 mm (bottom large panels), 0.1 mm (bottom small panels). A representative of three experiments is shown. **h** Active Rac1 in whole-cell extracts from WT and *Elmo1*^*−/−*^ (KO) osteoclasts (day 7) were analyzed by immunoblotting (top panels) (Ponceau S staining was used for load control). A representative of two independent experiments is shown. Source data are provided as the Source data file.

As another approach, we deleted *Elmo1* in Hoxb8 macrophage precursors through CRISPR/Cas9 and sgRNA (Extended Data Fig. 3c). Osteoclasts differentiated from sg*Elmo1* Hoxb8 cells were TRAP-positive but were again functionally deficient compared to osteoclasts transfected with scrambled sgRNA (sg*Scr*) (Fig. 3e). We also generated Hoxb8 macrophage precursors directly from *Elmo1*^*−/−*^ mice, and osteoclasts derived from these *Elmo1*-deficient precursors also showed a functional defect (Extended Data Fig. 3d). Similarly, osteoclasts from *Elmo1*^*fl/fl*^*Cx3cr1*-Cre mice also showed the deficiency in resorption (Fig. 3f).

### ELMO1 promotes F-actin polymerization in sealing zones

We next tested potential mechanisms by which ELMO1 could be promoting osteoclast function. We confirmed that *Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ cell densities were comparable throughout osteoclast differentiation (Extended Data Fig. 4a). Similarly, we noted no obvious differences in osteoclast differentiation, as evidenced by gene expression of osteoclast-specific markers (Extended Data Fig. 4b). Although osteoclasts belong to the monocytic/macrophage lineage, ELMO1 deficiency did not affect the clearance of apoptotic cells (efferocytosis) by *Elmo1*^*−/−*^ macrophages (as noted previously^22^), suggesting a specificity for ELMO1 in osteoclasts (Extended Data Fig. 5a).

To degrade bone, osteoclasts attach to bone surfaces through the formation of an actin “sealed” ring to sequester and concentrate demineralizing enzymes that in turn, promote bone resorption^23^. When osteoclasts were stained for polymerized actin (F-actin, via phalloidin), control osteoclasts showed strong phalloidin staining along the edges, while the actin rings/sealing zones of *Elmo1*^*−/−*^ osteoclast appeared smaller or incomplete in osteoclasts cultured on tissue culture dishes (Fig. 3g, top panels), bone-like surfaces (Fig. 3g, bottom panels), or bovine bone slices (Extended Data Fig. 5b). While wild-type osteoclasts showed co-localization of F-actin and the cytoskeletal protein vinculin (known to occur at actin sealing zones^23^), such localization was disrupted in *Elmo1* KO osteoclasts (Fig. 3g). We considered the possibility that *Elmo1*^*−/−*^ osteoclasts may lack expression of integrins required for sealing zone maintenance^24^. However, there was in fact even higher expression of integrin β3 in *Elmo1*^*−/−*^ osteoclasts and no change in the expression of integrin β5 (Extended Data Fig. 5c). As ELMO1 is an upstream activator of Rac1 GTPase^5^, and Rac1 affects actin polymerization, we assessed Rac1 activity in wild type and ELMO1-deficient osteoclasts. When we pulled down active Rac1-GTP using an affinity reagent (GST-CRIB), we noted a modest reduction in Rac1 activation in mature *Elmo1*^*−/−*^ osteoclasts (Fig. 3h). Given the strong deficit of ELMO1-deficient osteoclasts in their ability to degrade bone (global *Elmo1* knockout, *Cx3cr1*-Cre driven knockout, or the two types of Hoxb8-derived osteoclasts), and the modest reduction in Rac1 activation, we surmised that ELMO1 likely regulates osteoclast-mediated bone resorption activity in additional ways.

### Elmo1 transcriptional network regulates osteoclast function

To assess whether ELMO1 might control other signaling entities in osteoclast function in an unbiased manner, we took complementary transcriptomics and proteomics approaches. 

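Osteoclasts, the multinucleated cells that degrade bone, were grown from the bone marrow of 4 *Elmo1*-/- and 4 *Elmo1*+/- mice with 50 ng/ml of GST-RANKL for 7 days, and their mRNA was sequenced as 75 bp paired-end reads, 1 library per mouse. *Elmo1*+/- mice, which keep 1 intact copy of *Elmo1*, were the controls. The titles of the control libraries call them wild-type, while their genotype labels and the paper's methods give *Elmo1*+/-, which is used here. The methods give 2 mice per genotype in each of 2 experiments. Which mice shared an experiment is given neither in the labels nor in the text of the paper, so the experiment was not a term in the tests. The authors deposited normalized counts of 46517 genes, that is, the reads counted on each gene divided by 1 DESeq2 size factor per library. The aligner, the counting tool and the genome build are not given in the sources used here. The size factors can be undone: 100% of the values in each library came out as whole reads, to within 0.01 of a read. The totals were 35861440, 32364053, 20905502 and 32523205 reads on genes in *Elmo1*+/- mice 1 to 4 (median 32443629) and 35363045, 25646712, 37494236 and 40846651 reads in *Elmo1*-/- mice 1 to 4 (median 36428640.5). The smallest library thus had 20905502 reads, and a gene at a normalized count of 10 rests on few reads in each library. Differences between the genotypes were tested with limma on log2(normalized count + 1) for the 14139 genes with a normalized count of at least 10 in at least 4 libraries, with Benjamini-Hochberg adjustment at 0.05 and no block. Log2 fold changes are *Elmo1*-/- relative to *Elmo1*+/- on this scale. The first principal component of these values took 62.3% of their variance and parted the libraries numbered 1 and 2 of both genotypes from those numbered 3 and 4. Between these 2 sets of 4 libraries, 4603 of the 14139 genes (32.6%) differed by limma with the genotype as a further term, a comparison made after the separation had been seen.

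**Figure D1:**
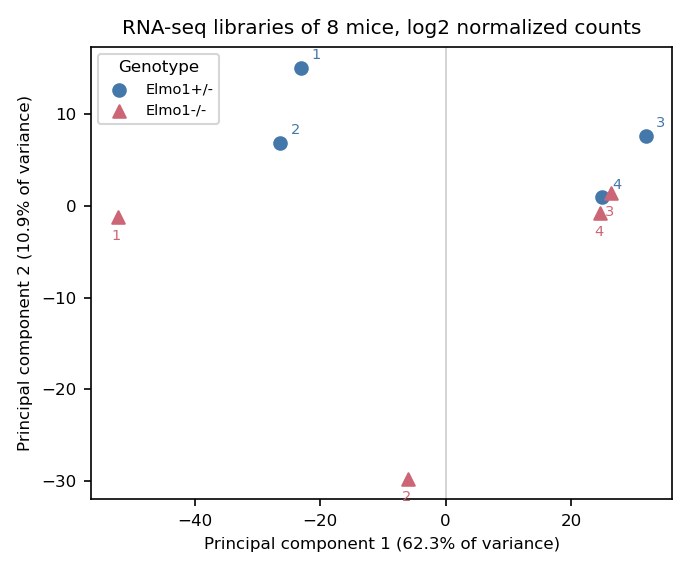
First against second principal component of the log2 normalized counts of the 8 libraries, with the percent of variance on each axis. Each point is 1 mouse, labelled with its replicate number, circles for *Elmo1*+/- and triangles for *Elmo1*-/-. The libraries numbered 1 and 2 lie below 0 on the first component and those numbered 3 and 4 above 0, in both genotypes.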

First, we examined genes that are affected by *Elmo1* expression in mature osteoclasts via RNAseq. *Elmo1*^*−/−*^ osteoclasts showed altered expression of several genes linked to human diseases (Fig. 4a). These include genes linked to small GTPases and cell motility (such as *Mx2, Rgs11, Mtus2*, and *Rasgef1a*), as well as genes involved in extracellular enzymatic degradation with potential relevance to osteoclast function in bone demineralization (*Mpo, Ctsg, Timp3, Mgam, Prtn3*, and *Aoah*) and inflammation (*Tnfsf10/TRAIL*, *Cxcl10*). 

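*Elmo1* itself (ENSMUSG00000041112, chromosome 13 of GRCm38, 20090596 to 20608353) was read first, since it is the deleted gene. Its normalized counts were 274, 287, 316 and 291 in *Elmo1*-/- mice 1 to 4 and 1528, 1423, 1769 and 1651 in *Elmo1*+/- mice 1 to 4. The means were 292 ± 17.6 (SD, n = 4 mice) and 1593 ± 150.3 (SD, n = 4), a log2 fold change of −2.44 (standard error 0.09, adjusted p = 8.4e-06 from limma with Benjamini-Hochberg adjustment). Every *Elmo1*-/- mouse lay below every *Elmo1*+/- mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The log2 fold change stayed between −2.49 and −2.39 under all the other settings tried. *Elmo1* was the only gene of the 14139 past the threshold, so 1 gene was lower and 0 genes were higher in *Elmo1*-/- osteoclasts by limma. At an unadjusted p under 0.05, 133 genes differed, 75 higher and 58 lower, where chance gives 707 if the libraries are independent and where the 8 splits into 4 and 4 that part all same-numbered pairs, the real one included, gave 74 to 240. Over mice left out 1 at a time, the 133 became between 70, without *Elmo1*+/- mouse 1, and 330, without *Elmo1*-/- mouse 1. The quasi-likelihood test of edgeR on the recovered reads also called 1 gene of 14206, with 145 at an unadjusted p under 0.05. The setting that moved the count of called genes most was the addition of 1 surrogate variable, which called 3 genes, *Sugct*, *Elmo1* and *Aoah*. In the authors' deposited table, 1 gene, *Elmo1*, has an adjusted p under 0.05 and 167 genes have an unadjusted p under 0.05.
Supplementary Table 2 of the paper lists 106 genes by the ratio of the *Elmo1*-/- mean to the sum of both means, 64 above the null value of 0.5 and 42 below it. All 106 were tested, and all 106 had a log2 fold change in the direction the table gives. Of these, 1 passed the limma threshold over all genes tested and 1 when adjusted over the list alone. With the replicate number as a block, 68 passed when adjusted over the list alone. Without *Elmo1*-/- mouse 3, the number adjusted over the list alone was 16, without *Elmo1*+/- mouse 2 it was 4, and without *Elmo1*+/- mouse 4 it was 2. The list was chosen by the study on these same libraries, so the counts adjusted over it alone are not independent evidence. For 31 of the 106 genes the 4 *Elmo1*-/- values lay all above or all below the 4 *Elmo1*+/- values, 17 of them above and 14 below. Among all tested genes this held for 133, or 0.941%, where chance gives 2.86% if the libraries are independent. In the 8 splits of the libraries into 4 and 4 that part all 4 same-numbered pairs, the real one included, it held for 102 to 263 genes.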

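None of these 12 genes passed the limma threshold over all genes tested (adjusted p = 0.9999 for each), and over the other settings the adjusted p of the 12 lay between 0.0352, for *Aoah* with 1 surrogate variable, and 1.00. The gene with the clearest separation among those linked to small GTPases was *Rasgef1a* (ENSMUSG00000030134, chromosome 6 of GRCm38, 118011438 to 118091546), with 27.2 ± 4.73 normalized counts in *Elmo1*-/- and 42.8 ± 3.70 in *Elmo1*+/- osteoclasts (SD, n = 4 mice each here and below), a log2 fold change of −0.65 (standard error 0.18). All 4 *Elmo1*-/- values were below all 4 *Elmo1*+/- values (exact two-sided permutation test, p = 0.0286, or 0.133 after Benjamini-Hochberg adjustment over the 14 genes that the text names). *Elmo1* itself, the deleted gene, also had 0.133 after this adjustment, because 4 mice against 4 allow no smaller unadjusted p than 0.0286. The adjusted value, here and below, thus cannot show that a gene is unchanged. *Mx2*, which the annotation lists as a polymorphic pseudogene, had 203 ± 119 against 115 ± 28.9 normalized counts (log2 fold change 0.68, standard error 0.37). Its mean was raised by *Elmo1*-/- mouse 1 at 375, and without that mouse the log2 fold change was 0.33. *Rgs11* had 29.6 ± 19.2 against 43.8 ± 22.5 (−0.58, standard error 0.48), a difference smaller than the spread between mice, with −0.96 without *Elmo1*-/- mouse 1 and −0.33 without *Elmo1*-/- mouse 4. With the replicate number as a block its standard error was 0.25, so this spread includes differences that same-numbered mice share. The adjusted p from limma was then 0.9998. *Mtus2*, which overlaps *Gm10167*, had 65.5 ± 33.6 against 35.4 ± 12.4 (0.82, standard error 0.40), and 0.52 without *Elmo1*-/- mouse 2.
Among the genes for extracellular degradation, *Mpo*, *Ctsg* and *Prtn3* varied most between *Elmo1*+/- mice. *Mpo* had 68.8 ± 38.3 normalized counts in *Elmo1*-/- and 114 ± 111 in *Elmo1*+/- osteoclasts, where the 4 mice ranged from 19.8 in mouse 3 to 275 in mouse 4. Its log2 fold change of −0.32 (standard error 0.70) was below this spread and turned to 0.29 without *Elmo1*+/- mouse 4, or to −0.96 without *Elmo1*+/- mouse 3. *Ctsg* had 16.7 ± 3.96 against 35.1 ± 30.7 (log2 fold change −0.53, standard error 0.69), which became 0.02 without mouse 4 and −1.25 without mouse 3. *Prtn3*, which overlaps *Plppr3*, had 43.8 ± 22.7 against 62.7 ± 63.9 (−0.09, standard error 0.68), with 0.53 without *Elmo1*+/- mouse 4, 0.13 without *Elmo1*-/- mouse 2 and −0.66 without *Elmo1*+/- mouse 3. With edgeR, which compares mean counts, the log2 fold changes were −0.75 for *Mpo*, −1.10 for *Ctsg* and −0.54 for *Prtn3*, and with DESeq2 they were −0.74, −1.08 and −0.52. *Mgam* was lower by −0.85 (standard error 0.38) at 66.2 ± 31.5 against 120.3 ± 51.6. *Timp3* was higher by 0.72 (standard error 0.25), 79.3 ± 17.3 against 48.4 ± 15.7. *Aoah*, on chromosome 13 next to *Elmo1* (20794113 to 21036617), was the most abundant of the 12 at 6186 ± 1561 against 9474 ± 2333 (−0.61, standard error 0.22).
Of the inflammation genes, *Tnfsf10* had 35.2 ± 8.06 normalized counts in *Elmo1*-/- and 16.1 ± 2.99 in *Elmo1*+/- osteoclasts, a log2 fold change of 1.07 (standard error 0.24) with all 4 *Elmo1*-/- values above all 4 *Elmo1*+/- values. *Cxcl10* had 864 ± 156 against 524 ± 162 (0.75, standard error 0.21), and its groups overlapped (exact two-sided permutation test, p = 0.0571, or 0.133 adjusted). Groups that do not overlap, as for *Rasgef1a* and *Tnfsf10*, would arise by chance in 2.86% of genes if the libraries were independent. In the 8 splits that part all same-numbered pairs, the real one included, they arose in 102 to 263 of the 14139 tested genes. When the libraries numbered 1 and 2 and those numbered 3 and 4 were taken apart, 11 of the 12 genes kept their direction in both. The exception was *Prtn3*, at 0.10 in the first set and −0.27 in the second. The study chose the 12 genes on these same libraries, so a shared direction in both sets is not independent evidence.

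**Figure D2:**
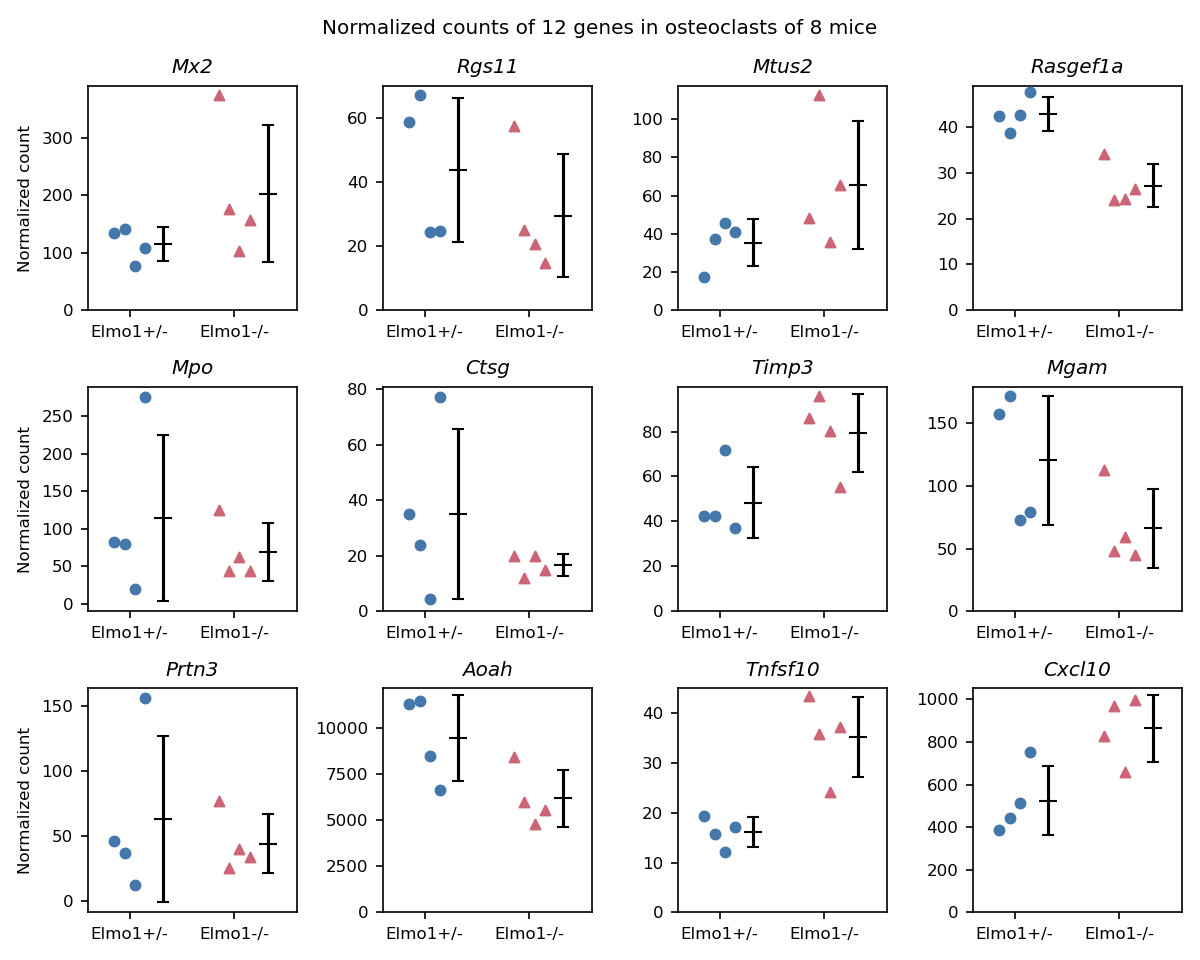
Normalized counts of the 12 genes, 1 point per mouse, for *Elmo1*+/- (circles) and *Elmo1*-/- (triangles) osteoclasts, with the mean and SD of 4 mice beside each group, on linear axes. The groups separate for *Rasgef1a* and *Tnfsf10* and overlap for the others, and the *Elmo1*+/- mouse at 275 for *Mpo* stands far above the other *Elmo1*+/- mice.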

Human SNPs in some of these genes are associated with bone mineral density changes, bone, and joint abnormalities, IgG sialylation (linked to bone loss^25^), or rheumatoid arthritis (Fig. 4a, middle rows). This prompted us to analyze the function of select *Elmo1*-regulated genes using the CRISPR/Cas9 gene deletion approach in Hoxb8 osteoclasts. We first targeted cathepsin G (*Ctsg*) and myeloperoxidase (*Mpo*), as these are both enzymes that could potentially play a role in osteoclast functionality. After sgRNA-mediated targeting of *Ctsg* and *Mpo*, we verified the decrease or absence of cathepsin G and myeloperoxidase protein expression (Extended Data Fig. 6a). Hoxb8 osteoclasts differentiated from both *Ctsg* and *Mpo* targeted lines had reduced degradative function, compared to the control sg*Scr* osteoclasts (Fig. 4b, Extended Data Fig. 6b). Of note, even doubling the number of sg*Ctsg* and sg*Mpo* Hoxb8 precursor cells seeded for this assay still resulted in reduced osteoclast activity (Extended Data Fig. 6c). Using the same approach, we also targeted two other *Elmo1*-regulated genes, *Aoah* and *Rasgef1a* (both coding for enzymes), for deletion in Hoxb8 osteoclasts; they both showed reduced osteoclast function (Extended Data Fig. 6d). 

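*Ero1lb* (ENSMUSG00000057069) lies on chromosome 13 of GRCm38 from 12565874 to 12611396, 7.48 Mb from *Elmo1*. Its normalized count was 366 ± 52.4 in *Elmo1*-/- and 572 ± 152 in *Elmo1*+/- osteoclasts (SD, n = 4 mice each), a log2 fold change of −0.61 (standard error 0.20, adjusted p = 0.9999 from limma). The groups overlapped (exact two-sided permutation test, p = 0.0857, or 0.171 after Benjamini-Hochberg adjustment over the 14 genes named in the text), because *Elmo1*+/- mouse 2, at 378, fell within the *Elmo1*-/- range of 300.5 to 414. Left out 1 mouse at a time, the log2 fold change ranged from −0.80, without that mouse, to −0.48. Within 10 Mb of *Elmo1* lie 68 other tested genes, of which Supplementary Table 2 lists 7 as lower in *Elmo1*-/- osteoclasts, *Ero1lb* among them, and 0 as higher. Of the 14027 tested genes elsewhere it lists 34 as lower (Fisher's exact test, two-sided, p = 8.7e-10, a comparison chosen after the list was seen).

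**Figure D3:**
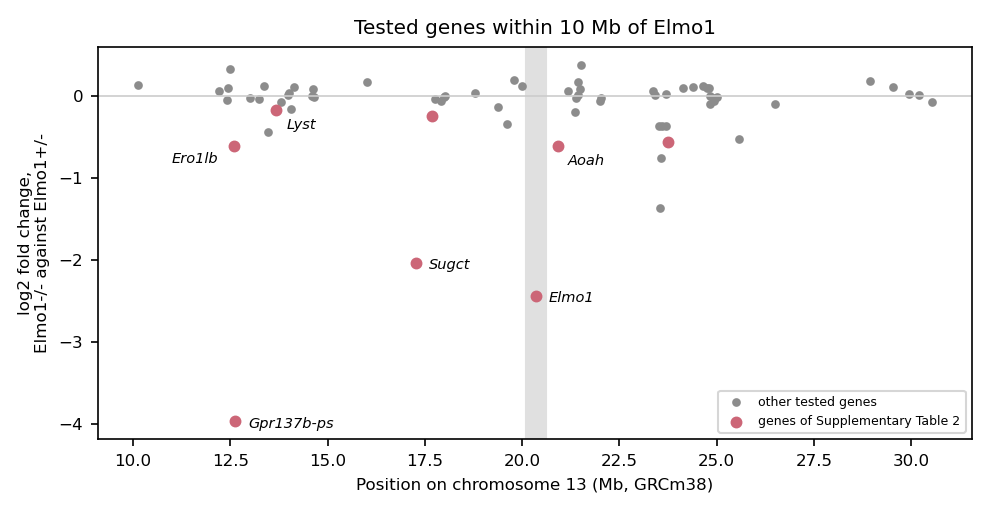
Log2 fold change between *Elmo1*-/- and *Elmo1*+/- osteoclasts of the 69 tested genes within 10 Mb of *Elmo1*, by position on chromosome 13 (Mb, GRCm38). Each point is a gene, larger where Supplementary Table 2 lists it, and the shaded band is *Elmo1*. The listed genes all lie below 0, from −0.17 for *Lyst* to −3.97 for *Gpr137b-ps*.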

Importantly, not every enzyme targeted led to decreased osteoclast function, as deletion of *Ero1lb* (decreased in *Elmo1*^*−/−*^ osteoclasts, Supplementary Table 2) enhanced bone resorption activity (Extended Data Fig. 6e). Thus, the transcriptomics approach suggested that ELMO1 is part of a larger signaling/functional network in osteoclasts that regulates bone degradation.

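The 5 genes taken to deletion had the following ratios over the 4 mice per genotype, where 0.5 is no difference and lower values mean less expression in *Elmo1*-/- osteoclasts. The ratio was 0.322 for *Ctsg* (the paper's reported value is 0.278), 0.376 for *Mpo* (the paper's value is 0.292), 0.395 for *Aoah* (the paper's value is 0.384), 0.388 for *Rasgef1a* (the paper's value is 0.371) and 0.390 for *Ero1lb* (the paper's value is 0.395). *Ctsg* rested on 3 to 81 reads per library and *Rasgef1a* on 20 to 50 reads, against 4982 to 12299 reads for *Aoah*. Without *Elmo1*+/- mouse 4, the ratio of *Ctsg* was 0.441 and that of *Mpo* was 0.531, and without *Elmo1*+/- mouse 3 they were 0.269 and 0.320. From the altered expression of these genes, and from the change in degradative function after deleting each in Hoxb8 osteoclasts, which were not sequenced here, the paper proposes that ELMO1 belongs to a wider network that regulates bone degradation.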

**Fig. 4:**
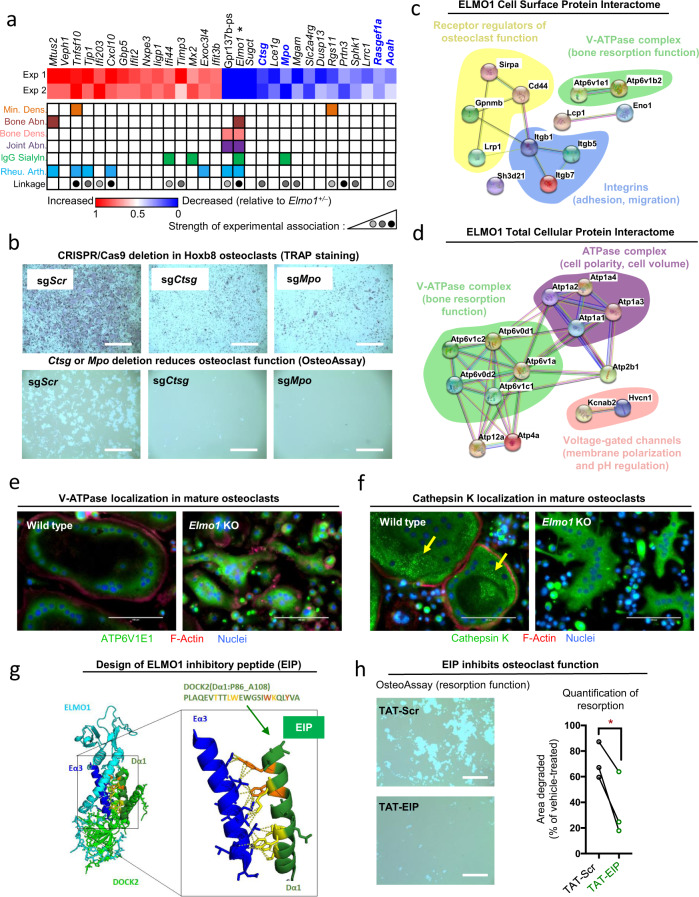
ELMO1 is a signaling hub regulating osteoclast function. **a** Top 15 significantly up and downregulated genes in *Elmo1*^*−/−*^ relative to *Elmo1*^*+/−*^ osteoclasts. Genes are ordered from left to right per magnitude of change (*Elmo1*, used as the positive control, is indicated with an asterisk). SNPs associated with mineral density (Min. Dens.), bone abnormalities (Bone Abn.), bone density (Bone Dens.), joint abnormalities (Joint Abn.), IgG sialylation (IgG Sialyln.), or rheumatoid arthritis (Rheu. Arth.) are denoted by colored squares. Linkage denotes an association of the gene with indicated abnormality. The color of the node denotes the strength of the association (light gray = 1–2, medium gray = 3–5, dark gray = 6–8, corresponding to the number of instances a gene is found as a significant hit in databases listed in Supplementary Table 1). Data from two independent experiments with two mice per group are shown. **b** Hoxb8 cells stably expressing sgRNA targeting cathepsin G (sg*Ctsg*), myeloperoxidase (sg*Mpo*), or scrambled guide RNA (sg*Scr*) were differentiated into osteoclasts for 7 days and stained for TRAP (top panels, scale bar = 0.4 mm). Hoxb8 osteoclast resorption pits were tested on OsteoAssay plates (bottom panels, scale bars = 1 mm). Representative of three independent experiments. **c**, **d** Osteoclast cell surface **c** and total **d** ELMO1 protein interactome. ELMO1 interacting proteins were analyzed via STRING software (see Methods and Supplementary Fig. 3). The clusters of proteins that have been implicated in osteoclast function are highlighted in different colors. **e**, **f** Bone marrow from *Elmo1*^*+/+*^ (wild type) and *Elmo1*^*−/−*^ (KO) mice was differentiated into osteoclasts on OsteoAssay plates for 7 days and the cells were stained as indicated. Arrows indicate cathepsin K puncta. Scale bar = 0.1 mm. Representative of two independent experiments. **g** Design of the inhibitory EIP peptide based on the three-dimensional structure of the ELMO1 (cyan) and DOCK2 (green) binding interface. Interaction of the ELMO1 (Eα3, dark blue) and alpha helices in DOCK2 (Dα1, dark green) is shown. Critical ELMO1 interacting residues of DOCK2 (W102 and Y106, orange), and other contributing residues (yellow) are shown. EIP contains DOCK2 amino acids 86–108. The structure shown (PDB code 3a98) was modeled using PyMOL software. **h** Wild-type osteoclasts were differentiated on OsteoAssay plates with 10 µM EIP (green, *n* = 3) or the scrambled peptide (Scr, black, *n* = 3) from day 3 of differentiation. Scale bar = 0.4 mm. Resorption pits were scored on day 7 and quantified as a % of vehicle-treated cells. Paired symbols represent cultures from individual animals. Data are representative of two independent experiments. *p = 0.0412, Student’s *t* test, two-tailed, paired. Source data are provided as the Source data file.

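For the 30 genes of Fig. 4a, the ratio recomputed over the 4 mice per genotype ran from 0.564 to 0.686 in the 15 higher genes and from 0.0286 to 0.460 in the 15 lower genes, so all 30 lay on the side of 0.5 that the panel gives. The log2 fold changes of the higher genes ran from 0.34 to 1.07. By limma, 1 of the 30 passed the threshold over all genes tested, *Elmo1*, and the smallest adjusted p among the others was 0.9999. The *Elmo1*-/- and *Elmo1*+/- values did not overlap for 7 of the 30, namely *Tnfsf10*, *Nxpe3* and *Exoc3l* among the higher genes and *Elmo1*, *Sugct*, *Lrrc1* and *Rasgef1a* among the lower ones, where 2.86% of genes would be separated by chance if the libraries were independent. The study chose the 30 genes for their change in these libraries, so this share is no test of them. The panel prints the label *Exoc3l4*, while Supplementary Table 2 prints *Exoc3l*, whose values are used here. *Exoc3l4* had a log2 fold change of 0.07 (standard error 0.12).
The largest change was in *Gpr137b-ps* (ENSMUSG00000097715, chromosome 13 of GRCm38, 12615057 to 12650388), which the annotation lists as a transcribed pseudogene and whose reads could be shared with the related gene *Gpr137b* in the authors' counting. Its normalized counts were 20.8, 39.5, 91.8 and 66.1 in *Elmo1*-/- mice 1 to 4 and 1718, 22.7, 2963 and 2716 in *Elmo1*+/- mice 1 to 4. Its log2 fold change was −3.97 (standard error 1.43), and −5.63 without *Elmo1*+/- mouse 2, when it passed the limma threshold (adjusted p = 0.0158, the smallest over the settings tried, whose largest was 0.99998). *Sugct*, which overlaps *Mplkip*, fell from 39.9 ± 21.5 to 8.64 ± 4.84 normalized counts (SD, n = 4 mice each, log2 fold change −2.04, standard error 0.52), and *Slc2a4rg-ps*, with the ratio nearest to 0.5 among the lower genes, had 21.5 ± 17.7 in *Elmo1*-/- against 25.3 ± 9.21 (log2 fold change −0.45, standard error 0.53, with −0.92 without *Elmo1*-/- mouse 1 and −0.05 without *Elmo1*-/- mouse 4, and −0.25 with edgeR).

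**Figure D4:**
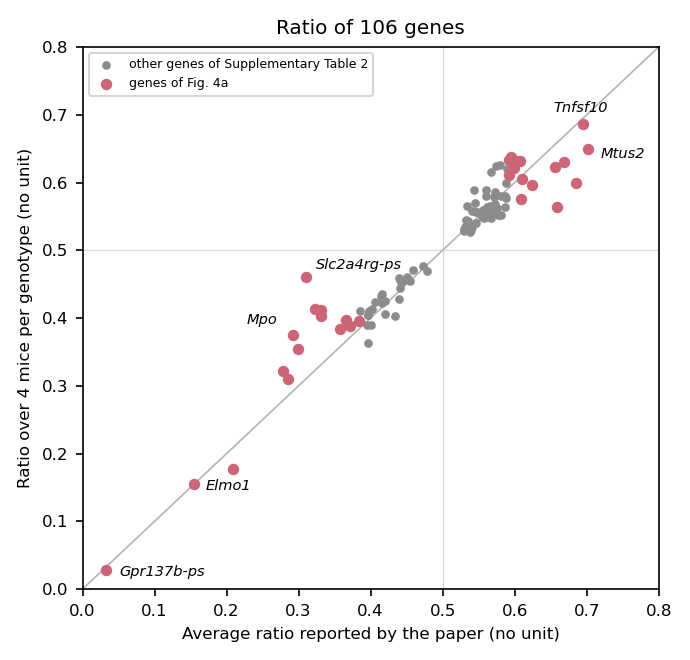
Ratio of the *Elmo1*-/- mean to the sum of both means, recomputed over 4 mice per genotype (vertical axis), against the average ratio the paper reports (horizontal axis), for the 106 genes of Supplementary Table 2. Each point is a gene, larger for the 30 genes of Fig. 4a, and the diagonal marks equal values. All points lie in the quadrants where both ratios are on the same side of 0.5, and *Slc2a4rg-ps*, at 0.460 against the paper's 0.310, lies farthest from the diagonal.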

### ELMO1 deficiency disrupts localization of bone degrading enzymes

As a complementary approach, we performed two types of proteomics to define the ELMO1 protein interactome: (i) probing specifically the osteoclast membrane proteins bound to the cytoplasmic ELMO1, and (ii) identifying all of the osteoclast cellular ELMO1 interacting partners. We labeled cell surface proteins in mature osteoclasts by biotinylation and performed ELMO1 immunoprecipitation, enrichment for biotin-labeled proteins (Extended Data Fig. 7a, see Methods for details), and analyzed the “ELMO1 protein interactome” by mass spectrometry and subsequent STRING analysis^26^. ELMO1 associated with cellular receptors that include positive regulators of osteoclast function (such as CD44^27^ and Osteoactivin, encoded by *Gpnmb*^28^), as well as negative regulators (SIRPα^29^ and LRP1^30^) (Fig. 4c and Supplementary Table 3). In addition, ELMO1 engaged two subunits of the vATPase complex (ATP6V1E1/B2) that mediates extracellular acidification and bone demineralization in osteoclasts^31^ (note: although these vATPase subunits are supposed to be cytoplasmic, they likely were enriched through secondary tethering via cytoplasmic ELMO1, or during endocytic processing/recycling of surface receptors). In the second approach, when we analyzed the total cellular ELMO1 protein interactome in osteoclasts, we found an association with additional vATPase complex subunits (such as ATP6V0D1/D2), as well as subunits of complexes that regulate cell polarity and pH regulation, such as ATP1, HVCN1 and KCNAB2^32–34^ (Fig. 4d and Supplementary Table 3). Association of ELMO1 with vATPase subunits was particularly relevant, as the vATPase complex localizes in bone-attached osteoclasts to the specialized membrane area to allow acidification/demineralization near the resorption pit^31^. To investigate this further, we visualized the localization of the vATPase subunit ATP6V1E1 in *Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ osteoclasts plated on the bone-like matrix. In wild-type osteoclasts, ATP6V1E1 localizes close to the osteoclast edges (areas of active resorption) whereas in *Elmo1*^*−/−*^ osteoclasts the membrane-proximal localization for this vATPase subunit was lost with staining redistributed throughout the cell (Fig. 4e). We confirmed the specificity of vATPase staining, as no signal was detected when we used the isotype control antibody (Extended Data Fig. 7b). To test if osteoclast degradative enzymes might also be redistributed in ELMO1-deficient osteoclasts, we examined cathepsin K, a protease that is released into the resorption pits via lysosomal fusion with the plasma membrane^35^. While wild-type osteoclasts show cathepsin K puncta near the outer edges (Fig. 4f, arrows), cathepsin K in *Elmo1*^*−/−*^ osteoclasts was diffused and distributed throughout the cell (Fig. 4f and isotype control in Extended Data Fig. 7c). These data suggest that ELMO1 can influence the localization of other proteins within the signaling network that controls the bone resorption function of osteoclasts.

### ELMO inhibitory peptide disrupts matrix resorption in osteoclasts

In our original identification of the role of ELMO1 in apoptotic cell clearance, we had noted that an extended alpha-helix near the ELMO1 C-terminus is evolutionarily conserved from *C. elegans* to human^6^. We have further determined that this α-helix is required for ELMO1 function in vitro and in vivo^5,7,36,37^. Recently, the 3D-structure of the ELMO1:DOCK2 complex detailed the interaction of the C-terminal alpha-helix in ELMO1 with DOCK2^38^. Based on this, we designed a peptide targeting this alpha-helix to inhibit ELMO1-mediated signaling (denoted ELMO1 inhibitory peptide, or “EIP”) (Fig. 4g). To permit delivery of EIP across the plasma membrane, we fused it to the TAT-sequence (TAT-EIP)^39^. As a control, we used a scrambled EIP peptide sequence fused to TAT (TAT-Scr). When added to osteoclast cultures from wild-type mice, TAT-EIP significantly decreased osteoclast-mediated bone resorption on bone-like matrices, compared to TAT-Scr (Fig. 4h). We also repeated these studies using TAT-Cre as a control and obtained similar results (Extended Data Fig. 7c). Thus, targeting a conserved region within ELMO1 further supports the relevance of an ELMO1-based signaling network in osteoclast function.

## Discussion

Collectively, the data presented here provide insights into osteoclast functional activity and bone remodeling. First, this current work, spanning whole animal models of bone loss to atomic structure-based targeting, identify ELMO1 as an osteoclast-intrinsic positive regulator of bone resorption activity. Second, mechanistic studies identify a larger ELMO1-dependent signaling network, with many of the genes and proteins linked to ELMO1 being independently associated with bone disorders and osteoclast function in humans and in mouse models. One role for ELMO1 and associated proteins is in the proper formation of the actin ring/sealing zone and/or the localization of the bone degrading enzymes for osteoclast activity. Third, paradoxically, osteoclast-derived factors are also needed to attract osteoblasts for new bone formation, and strategies that solely aim to reduce osteoclast numbers have had mixed success in treating osteoporosis; thus, it has been suggested that targeting the resorption “activity” of osteoclasts rather than osteoclast numbers may be more beneficial^3,16^. The ELMO1 signaling network defined here has revealed additional players in osteoclast-mediated matrix degradation, such as cathepsin G and myeloperoxidase. As global ELMO1 null mice are healthy under basal conditions, targeting ELMO1 and/or its signaling nexus components identified here might serve as potential points of therapeutic intervention in both inflammatory and noninflammatory types of bone loss mediated by heightened osteoclast activity.

## Methods

### Mice

C57BL/6 J, DBA/1 J, NOD, *Cx3cr1*-Cre, *Opg*^*−/−*^ and *RosaYFP* mice were obtained from Jackson Laboratories. *Elmo1*^*fl/fl*^ and *Elmo1*^*−/−*^ mice have been described previously^22^. To generate mice with deletion of *Elmo1* in the macrophage lineage, *Elmo1*^*fl/fl*^ mice were crossed to *Cx3cr1*-Cre mice. To generate *Elmo1*^*−/−*^ on the DBA background for collagen-induced arthritis experiments, *Elmo1*^*−/−*^ mice were backcrossed onto the DBA/1 J background for at least five generations. KRN TCR transgenic mice^40^ were a gift from Dr. Diane Mathis at the Harvard Medical School and were bred to NOD mice to obtain the K/BxN mice^41^, which develop progressive spontaneous arthritis. K/BxN serum was collected from 9-weeks old K/BxN mice by cardiac puncture. Serum for TRAcP 5b and CTX-I measurement was collected by cardiac puncture, and ELISA performed following manufacturer’s instructions (Immunodiagnostic Systems, UK). Age- and sex-matched littermate control animals were used for all experiments, and both males and females were assessed. Animals are housed in Allentown ventilated racks with reverse osmosis water through an automatic watering system. They receive ad libitum diet and are kept in a 14:10 light:dark cycle at 72 degrees F and 40% humidity. All animal procedures were approved by and performed according to guidelines of the Institutional Animal Care and Use Committee (IACUC) at the University of Virginia under the protocol #2992.

### Ovariectomy-induced osteoporosis

Eight-weeks old females were anesthetized by isofluorane inhalation, fur on the dorsum was clipped and skin disinfected with surgical iodine and 70% ethanol using sterile swabs. After a 4–7 mm skin/abdominal incisions parallel and ventral to the spine, forceps were used to remove the ovary, while preventing bleeding. The uterine horn and the fat pad were returned to the abdominal cavity. The incision in the abdominal wall was closed with sutures. All mice received subcutaneous injections of an analgesic (Ketoprofen 2–5 mg/kg, every 24 h over 72 h postoperation) and an antibiotic (Baytril 5 mg/kg, every 24 h for 7 days postoperation). Six months after the surgery, mice were euthanized, and vertebral columns were extracted and fixed in 10% formalin (Fisher) for microCT analysis.

### K/BxN serum transfer induced arthritis and collagen-induced arthritis (CIA)

For inducing arthritis using the K/BxN serum, mice were injected with 150 μl of serum from K/BxN mice on days 0 and 2. For collagen-induced arthritis, *Elmo1*^*−/−*^ mice in the DBA background were immunized at the base of the tail by intradermal injection of a 1:1 solution of 10 mM acetic acid containing 100 μg of bovine collagen-II and Complete Freund’s Adjuvant (Sigma) containing 100 μg of heat-killed Mycobacterium tuberculosis H37Ra (BD) and boosted by immunization on day 21. Paw swelling and clinical scores were measured as previously reported^8^. All scoring was done by an investigator blinded to the mouse genotypes.

### Histology

For K/BxN serum transfer induced arthritis and CIA experiments, mice were euthanized at the indicated time points and the paws were fixed in 10% formalin (Fisher). Decalcification, sectioning, paraffin embedding, and hematoxylin and eosin (H&E) staining was performed by HistoTox Labs (Boulder, CO). Histology scoring was performed by an investigator blinded to the mouse genotypes. For inflammation scoring, the following criteria were used—0, none; 1, mild; 2, moderate; 3, severe. For bone erosion scoring, the following criteria were used: 0, no bone erosions observed; 1, mild cortical bone erosion; 2, severe cortical bone erosion without the loss of bone integrity; 3, severe cortical bone erosion with the loss of cortical bone integrity and trabecular bone erosion. For TRAP staining, paws were fixed in phosphate-buffered saline (PBS) containing 4% paraformaldehyde for 72 h at 4 °C, followed by decalcification with 10% EDTA, pH 7.0 for 3 weeks with two weekly changes of buffer. Sectioning and paraffin embedding were performed as above. Deparafinized sections were incubated in 0.2 M Tris, pH9.0 for 1 h at 37 °C, followed by staining using the acid phosphatase, Leukocyte (TRAP) staining kit (Sigma), following manufacturer’s instructions. For RNA and protein isolation, the paws were snap frozen in liquid nitrogen at indicated time points and subjected to mechanical disruption using a tissue pulverizer (Spectrum Laboratories, Inc.).

### Dual energy X-ray absorptiometry (DEXA) scan analysis

Mice were anesthetized using a sterile saline solution containing 20 mg/ml ketamine and 2 mg/ml xylazine, and the whole body was scanned on a Piximus 2 (GE Medical Systems Lunar Corp.) DEXA scanner and analyzed using Lunar Piximus 2.10 software.

### Microcomputed tomography (MicroCT) analysis

MicroCT analyses were performed on isolated tissues using a SCANCO VivaCT 40 scanner (Scanco). Mouse legs or vertebral columns were scanned in 10–15 ml tubes filled with PBS containing 4% paraformaldehyde at 55 kV and 145 μA, with a voxel size of 12.5 μm. Projection images were reconstructed, and three-dimensional visualization was performed using Scanco IPL V5.15. For the trabecular bone analysis, the regions of interest were defined immediately below and between the bone growth plates. The whole hind paw ankles were scanned and analyzed. For bone erosion quantification, samples were scanned on HECTOR (developed in collaboration with XRE, www.xre.be)^42^, using a directional X-ray source set at 130 kV and 10 Watt beam power with a 1 mm Aluminium filtration. The detector was a Perkin–Elmer flat-panel measuring 40 × 40 cm, with a pixel pitch of 200 μm. A total of 2000 projections of 1-s exposure time each were recorded. The resulting scan images have a voxel size of 4.5 μm. The obtained projection images of all scans were reconstructed using Octopus Reconstruction^43^, software originally developed by UGCT based on the standard FDK algorithm for reconstruction of CT data. 3D visualizations were made using the commercial rendering software VGStudioMAX (Volume Graphics). Analysis of calcaneus surface erosion was performed using a custom script in ImageJ. Within a 50 μm thick outer layer of the calcaneus, surface erosions were digitally filled up to achieve a smooth surface. The volume of this filling, representing the surface erosion volume, was then measured and expressed as a ratio to the total bone volume. Our script utilized the “Optimise Threshold” plugin from BoneJ for converting the greyscale images to a binary format. Vertebral columns from ovariectomized mice were scanned at Scanco Medical, using a Scanco Medical mCT 40. All scans were conducted using an x-ray energy level of 55 kvp and a voxel resolution of 8 μm. 3d-morphometric analysis was conducted using the built-in Scanco software on a volume of interest, chosen to include the trabecular bone region of the vertebral body, with a threshold of 290.

### Macrophage and osteoclast cultures

For bone marrow-derived macrophage and osteoclast cultures, femurs were removed from 6–8 weeks old mice, flushed with sterile serum-free α-MEM (Corning), and single-cell suspensions were prepared using the 70 μm cell strainer (Fisher). Cells were spun down and cultured on petri dishes in α-MEM containing 10% FBS and 1% penicillin/streptomycin/glutamine at 37 °C and 5% carbon dioxide for 16 h. Osteoclasts were differentiated as previously described^44^. Briefly, suspension cells were collected and cultured on petri dishes as above with added 10% L929 cell (ATCC, # CCL-1) conditioned media as a source of macrophage-colony-stimulating factor. After 3 days, cells attached to the dishes were collected and 50,000 cells were plated on tissue culture coated 24-well plates (Corning), OsteoAssay plates (Corning), bovine bone slices (Immunodiagnostic Systems), or glass coverslips (Fisher), and cultured for an additional 7–14 days with 50 ng/ml of GST-RANKL (a gift from Dr. Steven Teitelbaum, Washinton University in St. Louis, MO) to obtain osteoclasts, or vehicle control. The ELMO1 inhibitory peptide (EIP), comprised of the TAT peptide (GRKKRRQRRRPQ) fused to the N-terminus of the ELMO1-binding DOCK2 amino acids 86–108^38^, the scrambled peptide (TAT peptide fused to the scrambled DOCK2 peptide sequence), and the TAT-Cre (TAT peptide fused to the Cre recombinase enzyme^39^) were synthesized at Genscript. All peptides were added on day 3 of osteoclast differentiation at 10μM concentration and replenished daily until day 7. TRAP staining was performed using acid phosphatase, leukocyte (TRAP) staining kit (Sigma), following manufacturer’s instructions. To reveal osteoclast resorption pits, cells plated on OsteoAssay plates were bleached, and the plates dried following manufacturer’s instructions. Resorption pits were quantified using Image J. Cell Profiler v3.1.9 was used to create a pipeline to automatically analyze eroded regions. Color images were converted to grayscale and thresholded using a global three-class Otsu algorithm before pits were identified as primary objects. Primary objects were measured, and the sum of areas was divided by the total number of pixels to determine the percent area eroded.

### Osteoblast culture

Femurs were removed from 6–8 weeks old mice, flushed with sterile serum-free α-MEM (Corning) and single-cell suspensions were prepared using the 70 μm cell strainer (Fisher). Cells were spun down, and 1–2 million cells were cultured per well in 6-well tissue culture coated dishes in α-MEM containing 10% FBS and 1% penicillin/streptomycin/glutamine at 37 °C and 5% carbon dioxide. Suspension cells were removed after 16 h, and adherent cells were grown to confluence. Osteoblast differentiation was induced by culturing in α-MEM containing 10% FBS, 1% penicillin/streptomycin/glutamine, 50 μm ascorbic acid (Sigma), 10 mM β-glycerophosphate (Sigma), and 10 nM dexamethasone (Calbiotech)^45^. After 14–21 days of differentiation, cells were fixed with 10% neutral buffered formalin (Fisher), stained with 40 mM Alizarin Red (Sigma) pH 5.6, and imaged on an EVOS FL Auto (Thermo Fisher) and analyzed using the accompanying software.

### Peritoneal macrophage efferocytosis of apoptotic thymocytes

Eight-weeks old *Elmo1*^*+/+*^ (*n* = 3) and *Elmo1*^*−/−*^ (*n* = 4) mice were euthanized and peritoneal lavage cells were collected using 10 ml of PBS with 10% FBS. Peritoneal cells were spun down, resuspended in X-VIVO-10 (Lonza) containing 1% penicillin/streptomycin/glutamine, and 500,000 cells per well were seeded in non-tissue culture-treated 24-well plate and incubated at 37 °C and 5% carbon dioxide for 16 h. Nonadherent cells were then removed by extensive washing and adherent cells were stained with anti-CD11b (1:100, eBioscience #11-0112-82) and anti-F4/80 (1:100, BioLegend #123114) antibodies and analyzed by flow cytometry to verify peritoneal macrophage purity (>95%). Thymus was collected from a 3-weeks old mouse, strained through a 70 μm filter (Fisher) and thymocyte apoptosis was induced by incubation in 10μM dexamethasone (Calbiotech) in RPMI 1640 media containing 10% FBS and 1% penicillin/streptomycin/glutamine at 37 °C and 5% carbon dioxide for 4 h. Apoptosis was verified by Annexin V (BD Bioscience #550474) and 7AAD (Thermo Fisher) staining, following manufacturer’s instructions, and flow cytometry acquisition using FACS Diva and analysis using FlowJo (BD Bioscience). Apoptotic thymocytes were stained with 1 μM CypHer-5E (GE Healthcare) and added to peritoneal macrophages at a 10:1 (target:phagocyte) ratio for 30 min at 37 °C and 5% carbon dioxide. As a control, some macrophages were treated with cytochalasin D (Sigma, 1 μM) for 30 min prior to adding apoptotic thymocytes and throughout the efferocytosis assay to inhibit the apoptotic corpse uptake. Peritoneal macrophages were then washed extensively to remove unbound targets, stained with anti-CD11b (1:100, eBioscience #11-0112-82), and efferocytosis was analyzed by flow cytometry.

### CRISPR/Cas9-mediated gene deletion in Hoxb8 cells

Immortalized ER-Hoxb8 primary macrophage precursors (Hoxb8 cells) were generated as previously reported^46^ from mice with constitutive expression of Cas9 and GFP (Jackson Laboratories, stock number 026179). Macrophage precursor cells were maintained in α-MEM containing 100 ng/ml granulocyte-macrophage-colony-stimulating factor (GM-CSF) and 0.5 μM β-estradiol (Sigma) and differentiated into macrophages and osteoclasts as described above. LentiCas9-EGFP was a gift from P. Sharp and F. Zhang (Addgene plasmid 63592). Gene deletion in Hoxb8 cells was performed using lentiGuide-Puro sgRNA plasmid (gift from F. Zhang, Addgene plasmid 52963) and puromycin (5 μg/ml) selection. The deletion was verified by immunoblot analysis using the anti-ELMO1 (1:1000, in-house made rabbit polyclonal antibody)^5^, anti-Cathepsin G (1:1000, LS-C373215, LSBio) or anti-Myeloperoxidase (1:1000, AF3667, R&D Systems) antibodies.

Guide RNAs used were the following:

*Elmo1* guide, 5′- CACCGGATAGGCGGAGGTGCATCC-3′ and 3′-CCTATCCGCCTCCACGTAGGCAAA-5′.

*Ctsg* guide 5′- CACCGCTGGGTCCTTTCTCGCATT-3′ and 3′-CGACCCAGGAAAGAGCGTAACAAA-5′.

*Mpo* guide 5′-CACCGTCGTTGTAAGATCGGTACT-3′

3′-CAGCAACATTCTAGCCATGACAAA-5′.

*Aoah* guide, 5′-CACCGGCGTACATTTGTTCAGGAG-3′ and

3′-CCGCATGTAAACAAGTCCTCCAAA-5′.

*Rasgef1a* guide, 5′-CACCGCGGTCACCCGTTGTGGACAA-3′ and

3′-CGCCAGTGGGCAACACCTGTTCAAA-5′.

*Ero1lb* guide, 5′-CACCGGGTTCCGCCGGGCCGTTAC-3′ and

3′-CCCAAGGCGGCCCGGCAATGCAAA-5′

### Microscopy

Mature osteoclasts were fixed in ice-cold methanol or PBS containing 4% paraformaldehyde and stained with anti-vATPase subunit e1 (1:1000, PA5-29899, Thermo Fisher), anti-Cathepsin K (1:100, ab37259, Abcam), anti-Vinculin (1:100, V9264, Sigma), or control antibody (1:100, 5415 S, Cell Signaling), followed by fluorescently labeled secondary antibodies, following manufacturer’s instructions (Fisher). Some cells were also stained with Alexa Fluor 647-labeled Phalloidin (Thermo Fisher), following manufacturer’s instructions. The nuclei were stained with 1 µg/ml of Hoechst 33342 (Fisher) in PBS. Images were taken on an EVOS FL Auto (Thermo Fisher) and analyzed using the accompanying software. Because of intense TRAP staining in *Elmo1*^*−/−*^ osteoclast cultures, we counted the number of osteoclasts after cathepsin K staining by immunofluorescence. Cathepsin K-positive cells with three or more nuclei were counted using Image J. *RosaYFP* and Phalloidin stained osteoclast cultures were imaged on a Zeiss Imager Z2 with Apotome and analyzed using the AxioVision 4.8 software (Zeiss).

### Quantitative RT-PCR

Total RNA was isolated from cultured cells or pulverized paws using the RNA Easy kit (Qiagen) and cDNA prepared using the QuantiTect kit (Qiagen) according to manufacturer’s instructions. Quantitative gene expression for target and housekeeping genes was done using Taqman probes (Thermo Fisher Scientific, listed in Supplementary Table 4) run on a StepOnePlus Real Time PCR System (Applied Biosystems).

### Immunoblotting

Protein extracts were prepared from cultured cells or pulverized paws using RIPA lysis buffer with added protease inhibitors cocktail (Calbiochem), 1 mM phenylmethylsulfonyl fluoride (PMSF, Sigma) and 1 mM sodium orthovanadate (Sigma). Equal amounts of protein extract were loaded on TGX Precast gels (Bio-Rad), subjected to SDS-PAGE and transferred onto PVDF membranes using the Trans-Blot Turbo transfer system (Bio-Rad). In some experiments, active Rac1 was pulled down from equal amounts of protein extract using the GST-tagged Rac1 substrate CRIB^5^. Immunoblotting was performed using an in-house made anti-ELMO1 rabbit polyclonal antibody (1:1000, in-house made rabbit polyclonal antibody)^5^, anti-Rac1 (1:500, Cytoskeleton #ARC03), anti-ERK2 (1:3000, Santa Cruz #154-G), anti-GAPDH-HRP (1:10,000, Sigma #G9295), or anti-beta-Actin-HRP (1:100,000, Sigma #A3854). Blots were exposed using the Western Lightning Plus ECL kit (Perkin–Elmer) on the ChemiDoc Touch imaging system and analyzed using ImageLab (Bio-Rad).

### Proteomics and Mass Spectrometry

*Elmo1*^*+/+*^ and *Elmo1*^*−/−*^ osteoclasts were labeled with EZ-Link^TM^ NHS-Biotin (Thermo Fisher) following manufacturer’s instructions. Cell extracts were prepared in Triton X-100 lysis buffer (20 mM Tris, pH 8.0, 137 mM NaCl, 10% glycerol, 0.2% Triton X-100, protease inhibitors cocktail (Calbiochem), 1 mM PMSF, and 5 mM sodium orthovanadate) for 1 h on ice. Lysates were cleared by centrifugation for 10 min at 16,800x *g*. ELMO1 was immunoprecipitated using the mouse anti-ELMO1 antibody made in-house (clone #7G9-A10-A3-D7)^5^ and Protein A agarose beads (Amersham), and immune complexes were washed and split into two parts. One part was subjected to SDS-PAGE. The second part was heated for 5 min at 95 °C and the agarose beads were removed by centrifugation. Biotinilated proteins in the remaining immunoprecipitate were enriched by pulldown with NeutrAvidin^TM^ agarose (Pierce, following manufacturer’s instructions) and subjected to SDS-PAGE. The gels were stained with SimplyBlue Safe stain (Invitrogen) and destained with water. The gel bands were excised and frozen at −80 °C. After de-staining in 25 mM NH_4_HCO_3_ (pH 8.3) with 50% acetonitrile and drying in a vacuum centrifuge, the gel bands were digested with 100 μL of trypsin (Promega) (20 μg/mL) at 37 °C for 16 h. The digested peptides were extracted three times with 100 μL 70% acetonitrile, 5% formic acid in a sonication bath. Each peptide sample was dried in a vacuum centrifuge and resuspended in 16 μL 0.1% TFA. Each gel band digest was analyzed by nanoflow liquid chromatography (LC) (Easy-nLC1200, Thermo Fisher Scientific Inc.) coupled online with a an Orbitrap Fusion Lumos Tribrid MS (Thermo Fisher Scientific), samples were loaded on a C18 nano trap column, (Acclaim PepMap100 C18, 2 cm, nanoViper, Thermo Scientific) and resolved on a C18 Easy-Spray column (Acclaim PepMap RSLC C18, 2 μm, 100 Å, 75 μm x 500 mm, nanoViper, Thermo Scientific) with a linear gradient of 2% mobile phase B (95 % acetonitrile with 0.1% formic acid) to 32% mobile phase B within 60 min at a constant flow rate of 250 nL/min. The C18 Easy-Spray column was heated at 50 °C during the analysis. The 12 most intense molecular ions in each MS scan were sequentially selected for high-energy collisional dissociation (HCD) using a normalized collision energy of 35%. The mass spectra were acquired at the mass range of *m/z* 400–1600. The Easy-Spray ion source (Thermo Scientific) capillary voltage and temperature were set at 2.0 kV and 275 °C, respectively. Dynamic exclusion (15 s) was enabled during the MS/MS data acquisition to minimize redundant peptide fragmentation events. The RF lens was set to 30% during the MS analysis and both MS1 and MS2 spectra were collected in profile mode. Data were searched against a Swiss-Prot mouse protein database (http://www.uniprot.org/uniprot/) using Proteome Discoverer (v.2.2.0.388, Thermo Fisher Scientific) via Mascot (v. 2.6.0, Matrix Science Inc.) with the automatic decoy search option set followed by false-discovery rate (FDR) processing by Percolator. Data were searched with a precursor mass tolerance of 10 ppm and a fragment ion tolerance of 0.05 Da, a maximum of two tryptic miscleavages, and dynamic modifications for oxidation (15.9949 Da) on methionine residue and biotinylation (226.0776 Da) on lysine residues. The resulting peptide spectral matches (PSMs) were filtered using an FDR of ≤1% (Percolator *q* value ≤0.01). Protein networks were analyzed via STRING (www.string-db.org). Colored nodes indicate query proteins (colors were assigned arbitrarily by the program). Filled nodes represent proteins with known or predicted 3D structure. Known protein interactions are indicated by the magenta (experimentally determined) and cyan (curated database indicated) colored lines. Predicted protein interactions are indicated by green (gene neighborhood), olive (text-mining), black (co-expression), and violet (protein homology) colored lines.

### RNA-seq analysis

Osteoclasts were differentiated from the bone marrow of *Elmo1*^*+/–*^ or *Elmo1*^*−/−*^ mice with 50 ng/ml of GST-RANKL for 7 days, as described above. Total RNA was extracted, and an mRNA library was prepared using the Illumina TruSeq platform and followed by transcriptome sequencing using the NextSeq System Suite for an Illumina NextSeq 500 cartridge. Cultures from four mice per group, two mice per condition per experiment, were sequenced. The statistical software package R (version 3.3.2) was used for all analyses. The Bioconductor package DESeq2 was used for the normalization of RNA-seq data. Due to the inherent variability in osteoclast cultures, we analyzed the two groups of mice (two mice per condition) against each other to identify genes for further investigation as well as heatmaps. We used a statistical method previously established for highly variable TCR sequencing data^47^ that analyzes the average of the experimental condition divided by the sum of the control and experimental conditions. The resulting value is a ratio between 0 and 1 that provides a standardized metric for genes that are significantly up or down relative to the null value of 0.5. Heatmaps were created using the R package gplots via the heatmap.2 package. R code used for bioinformatics analysis and heatmap generation is available upon request.

### GWAS and experimental linkage analysis

SNP by disease and SNP by phenotype interactions were determined using GWASdb’s SNP-disease and SNP-phenotype association databases. The data are plotted using a standardized *p* value as reported^48^. For the determination of experimental linkage, a search of curated databases such as the DISEASES experimental gene-disease association database was performed (databases listed in Supplementary Table 1). The significance of the experimental linkage association was determined via a previously established aggregated score^49–53^.

### Statistical analysis

Statistical significance was determined using GraphPad Prism 5, 6, and 7 using unpaired Student’s two-tailed *t*-test or two-way ANOVA. The variance was similar between groups. No inclusion/exclusion criteria were pre-established. A *p* value of <0.05 (indicated by one asterisk), <0.01 (indicated by two asterisks), <0.001 (indicated by three asterisks), and <0.0001 (indicated by four asterisks) were considered significant.

### Illustration

For preparation of figures, we have modified illustrations available through www.motifolio.com.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the GEO database under accession code “GSE164826”. The proteomics data generated in this study have been deposited in the ProteomeXchange under accession code “PXD023578”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ELMO1 signaling is a promoter of osteoclast function and bone loss
**Source:** Nat Commun. 2021 Aug 17;12:4974. doi: 10.1038/s41467-021-25239-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **ELMO1 signaling is a promoter of osteoclast function and bone loss**

Sanja Arandjelovic, Justin S.A. Perry, Ming Zhou, Adam Ceroi, Igor Smirnov, Scott F. Walk, Laura S. Shankman, Isabelle Cambré, Suna Onengut-Gumuscu, Dirk Elewaut, Thomas P. Conrads and  
Kodi S. Ravichandran

Supplementary Figure 1. Loss of ELMO1 decreases bone erosion in arthritis.

a MicroCT of ankles on d75 of collagen-induced arthritis (CIA)

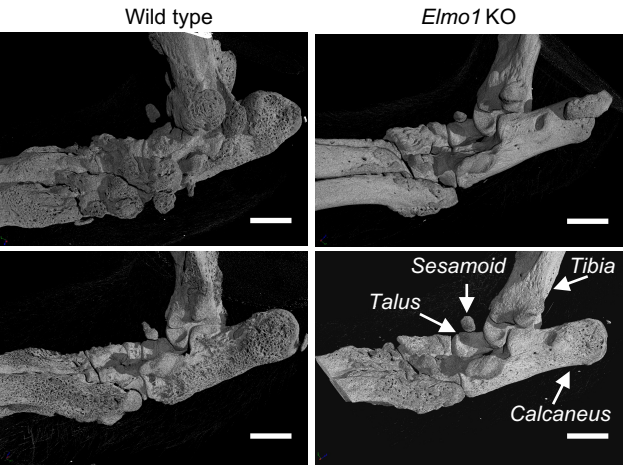

b Examples of reduced bone erosion in *Elmo1*<sup>-/-</sup> mice (H and E staining on day 10 of K/BxN serum arthritis)

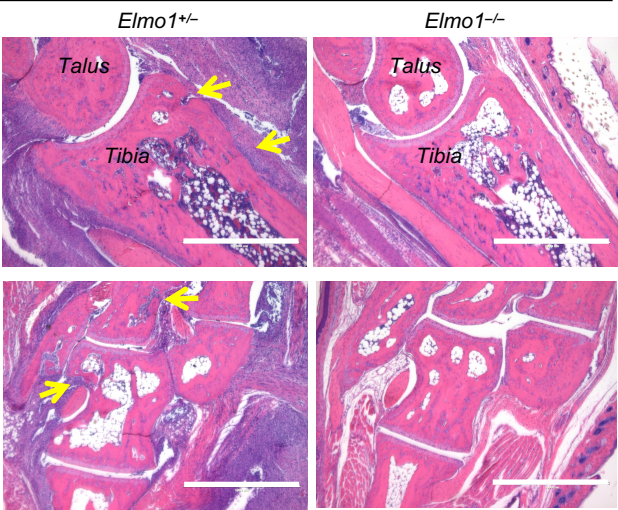

c *Elmo1*<sup>fl/fl</sup>Cx3cr1-Cre mice have comparable inflammation to controls in arthritis

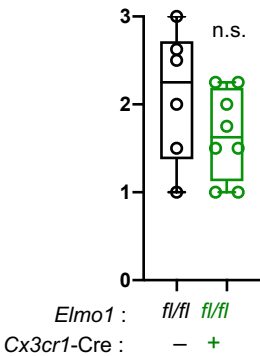

**Supplementary Figure 1. Loss of ELMO1 decreases bone erosion in arthritis.**

- a) MicroCT images from ankles of *Elmo1*<sup>+/+</sup>-DBA (wild type, n=3) and *Elmo1*<sup>-/-</sup>-DBA (KO, n=3) mice on day 75 of collagen induced arthritis. Two mice per group are shown. Scale bar = 1 mm.
- b) Representative sections of hind limb bone erosions in histology sections from *Elmo1*<sup>+/+</sup> (n=7) and *Elmo1*<sup>-/-</sup> (n=7) mice stained with hematoxylin and eosin (H and E) on day 10 after K/BxN serum injection. Examples of bone erosions are indicated with yellow arrows. Scale bar = 1 mm.
- c) Inflammation was quantified in the H&E-stained histology sections of female *Elmo1*<sup>fl/fl</sup>*Cx3cr1*-Cre (green, n=8) and *Elmo1*<sup>fl/fl</sup> (n=6) on day 10 of K/BxN serum induced arthritis. Each symbol represents an individual animal. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown, and median indicated. Source data are provided as the Source data file.

Supplementary Figure 2. Loss of ELMO1 does not reduce osteoclast numbers or osteoblast mineralization.

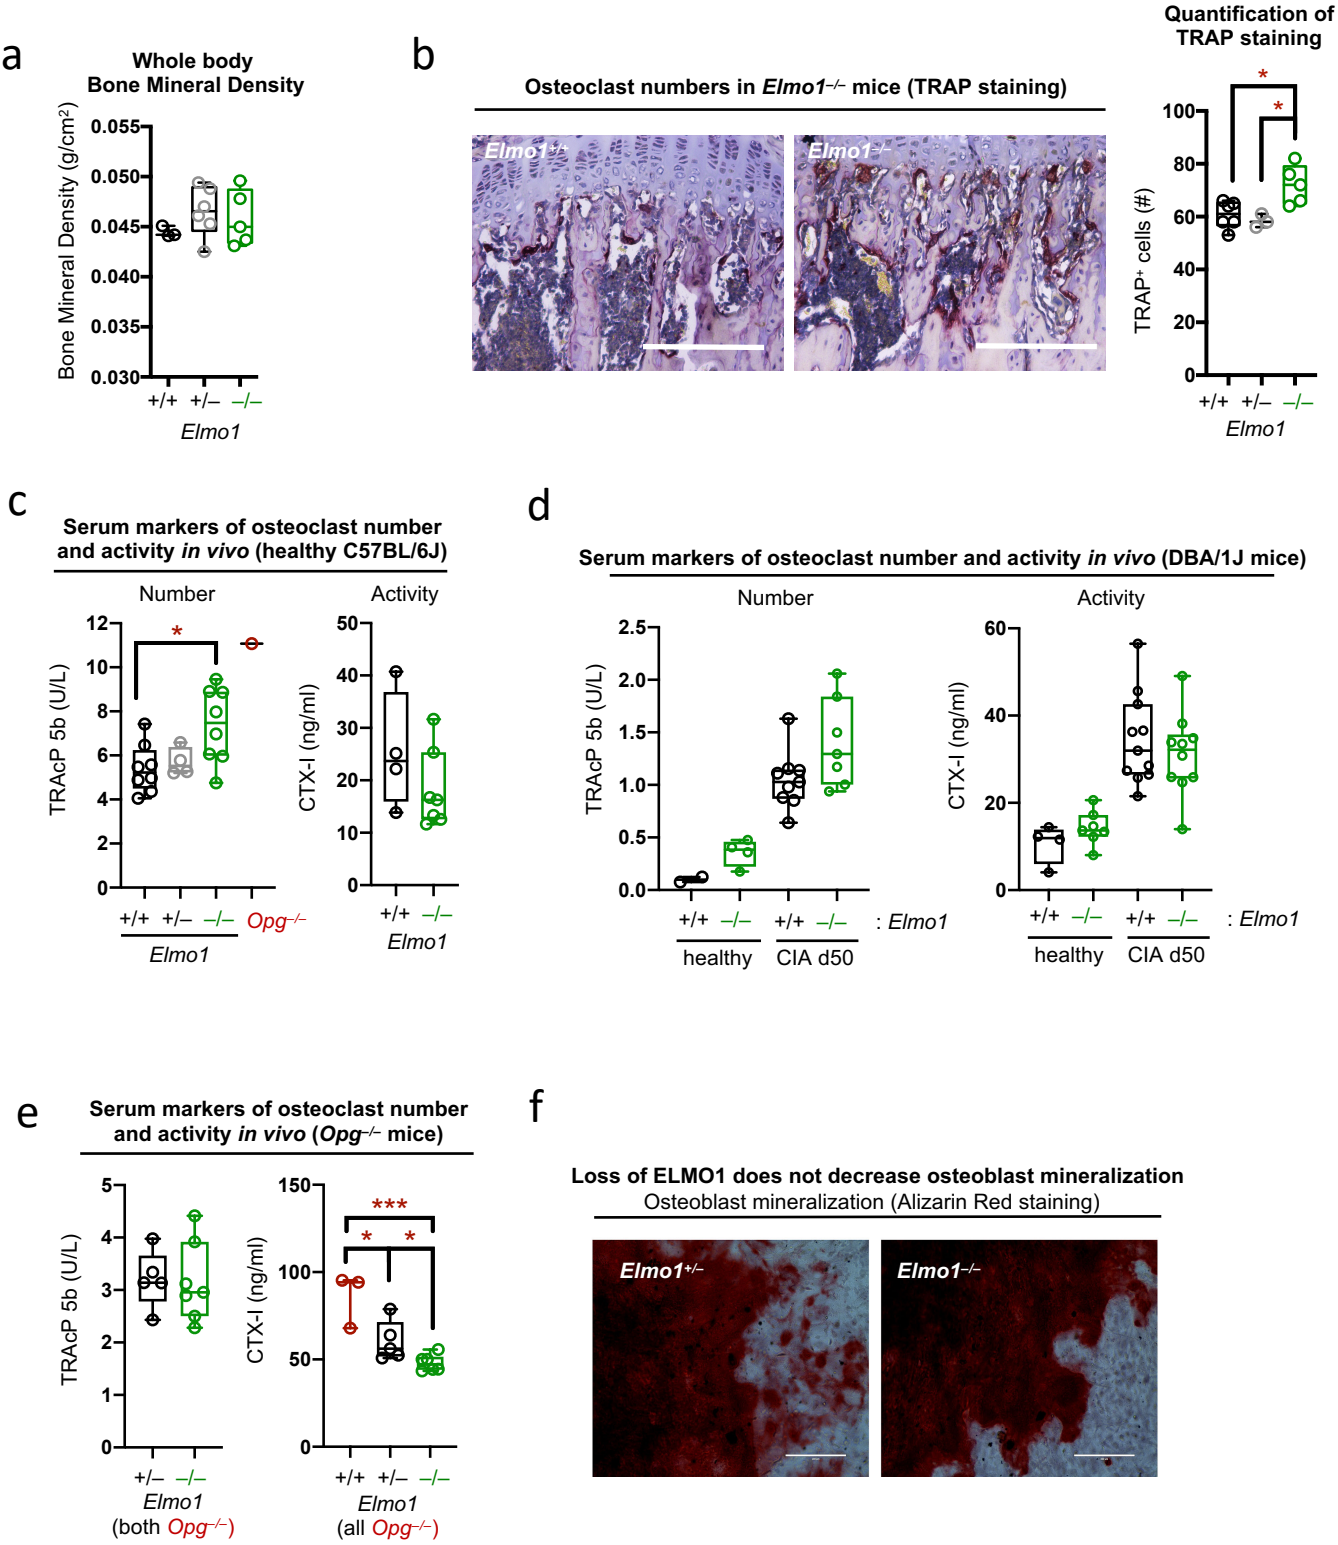

**Supplementary Figure 2. Loss of ELMO1 does not reduce osteoclast numbers or osteoblast mineralization.**

- a) Whole body mineral density was analyzed by DEXA scan in 16 week old *Elmo1*<sup>+/+</sup> (black, n=3), *Elmo1*<sup>+/-</sup> (grey, n=6) and *Elmo1*<sup>-/-</sup> (green, n=5) mice. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated.
- b) Osteoclast numbers in tibias from *Elmo1*<sup>+/+</sup> (black, n=6), *Elmo1*<sup>+/-</sup> (grey, n=3) and *Elmo1*<sup>-/-</sup> (green, n=5) mice were quantified in the 1 mm area directly below the bone growth plate in tibial bones (representative images shown). Each symbol represents a mouse. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated. \*p<0.05, Student's t-test, two-tailed, unpaired. Scale bar = 0.4 mm. *Elmo1*<sup>-/-</sup> mice likely have a compensatory increase in osteoclast numbers (as seen with defective osteoclast function).
- c) Osteoclast number and activity were evaluated by analysis of serum levels of TRAcP 5b and CTX-I, respectively (see Methods), in healthy one year-old *Elmo1*<sup>+/+</sup> (black, n=8 for TRAcP 5b, n=4 for CTX-I), *Elmo1*<sup>+/-</sup> (grey, n=4) and *Elmo1*<sup>-/-</sup> (green, n=8 for TRAcP 5b, n=7 for CTX-I) female mice. Each symbol represents a mouse. One age- and sex-matched *Opg*<sup>-/-</sup> (red) mouse is shown as a reference point for increased osteoclast numbers. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated. \*p<0.05, Student's t-test, two-tailed, unpaired.
- d) Serum TRAcP 5b levels in *Elmo1*<sup>+/+</sup>DBA (black, n=2 healthy, 9 CIA) and *Elmo1*<sup>-/-</sup>DBA (green, n=4 healthy, 7 CIA) and CTX-I levels in *Elmo1*<sup>+/+</sup>DBA (black, n=4 healthy, 11 CIA) and *Elmo1*<sup>-/-</sup>DBA (green, n=7 healthy, 10 CIA) male mice show increased osteoclast numbers and activity in arthritic mice (day 50 of collagen-induced arthritis), compared to healthy controls. Each symbol represents a mouse. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated.
- e) Serum TRAcP 5b and CTX-I levels in one year-old male *Opg*<sup>-/-</sup>*Elmo1*<sup>+/+</sup> (red, n=3), *Opg*<sup>-/-</sup>*Elmo1*<sup>+/-</sup> (black, n=5) and *Opg*<sup>-/-</sup>*Elmo1*<sup>-/-</sup> (green, n=7) mice indicate an ELMO1 dose-dependent decrease in osteoclast activity. Each symbol represents a mouse. Data are presented in a Box and Whiskers

format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated.  
\*p<0.05, \*\*\*p<0.001, Student's t-test, two-tailed, unpaired.

- f) Alizarin Red staining of mineralized matrix deposition indicates comparable function of *Elmo1*<sup>+/-</sup> and *Elmo1*<sup>-/-</sup> osteoblasts differentiated from the bone marrow. Scale bar = 0.2 mm. Representative of three independent experiments. Source data are provided as the Source data file.

Supplementary Figure 3. Loss of ELMO1 in Hoxb8 cells reduces osteoclast function.

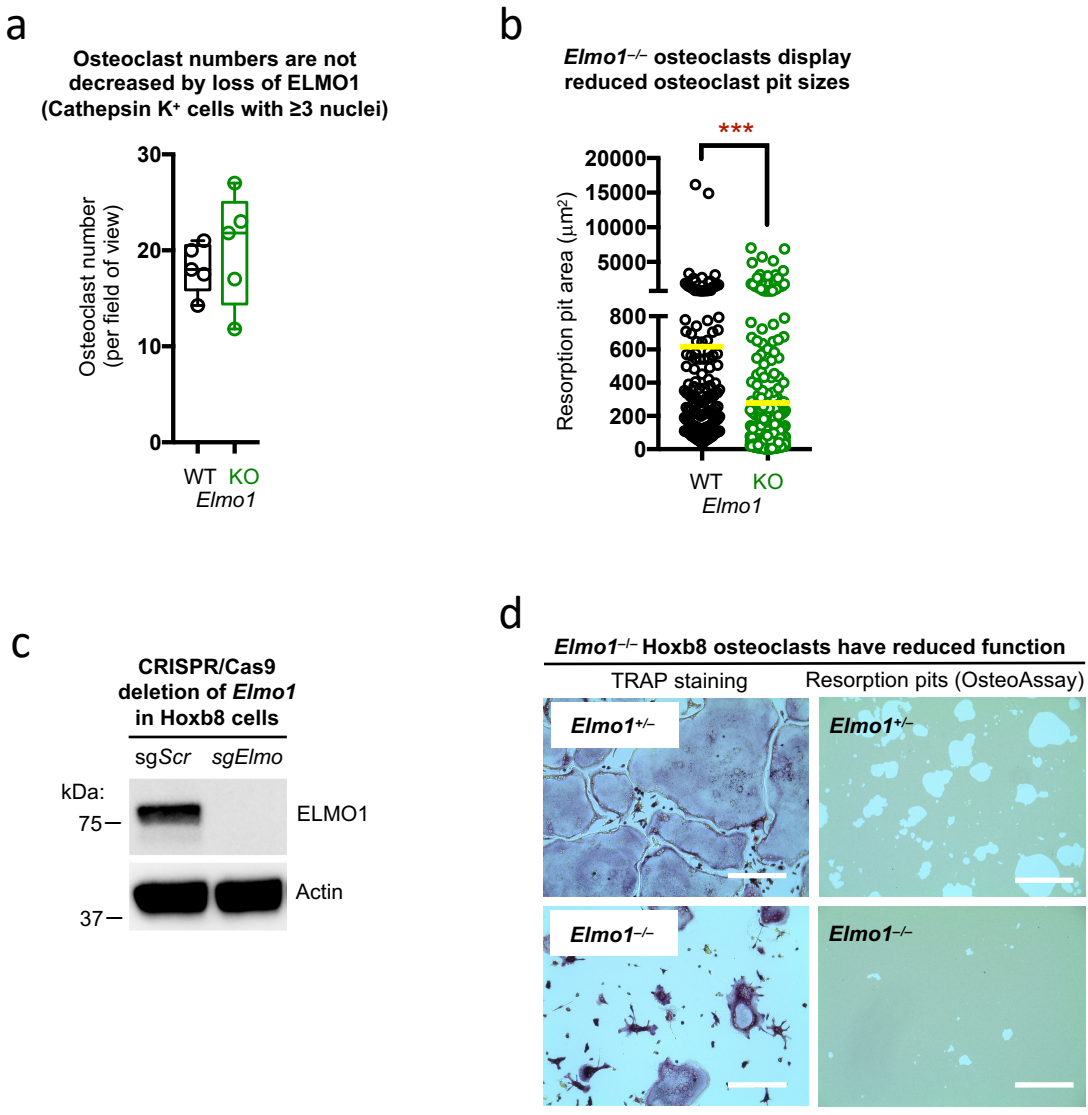

**Supplementary Figure 3. Loss of ELMO1 in Hoxb8 cells reduces osteoclast function.**

- a) Comparable number of *ex vivo* mature osteoclasts with >3 nuclei are derived from *Elmo1*<sup>-/-</sup> (green, n=4) mice, compared to WT (black, n=5). Cathepsin K<sup>+</sup> cells with 3 or more nuclei per field in WT and *Elmo1*<sup>-/-</sup> (KO) osteoclast cultures on day 7 of differentiation. Each symbol represents culture from an individual animal. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated.
- b) Quantification of resorption pit areas of *Elmo1*<sup>+/+</sup> (black) and *Elmo1*<sup>-/-</sup> (green) osteoclasts on OsteoAssay plates, as in Figure 3d, with individual measurements shown. Data are presented in a Scatter dot plot format with the average pit size (mean) depicted by the yellow line. Data compiled from 4 WT and 8 KO mice are shown. \*\*\*p<0.0006, Student's t-test, two-tailed, unpaired.
- c) ELMO1 protein expression in Cas9 expressing Hoxb8 cells carrying an *Elmo1* targeting guide RNA (sg*Elmo1*) or a scrambled guide RNA (sg*Scr*). Actin protein expression was used as loading control. Representative of three independent experiments is shown.
- d) Hoxb8 cells established from *Elmo1*<sup>+/+</sup> and *Elmo1*<sup>-/-</sup> mice were differentiated into osteoclasts on OsteoAssay plates. On day 7 of differentiation, osteoclasts were TRAP stained (left panels) or removed to reveal resorption pits (right panels). Scale bar = 0.2 mm. Representative of three independent experiments is shown. Source data are provided as the Source data file.

# Supplementary Figure 4. Growth and differentiation of *Elmo1* KO osteoclasts are not impaired.

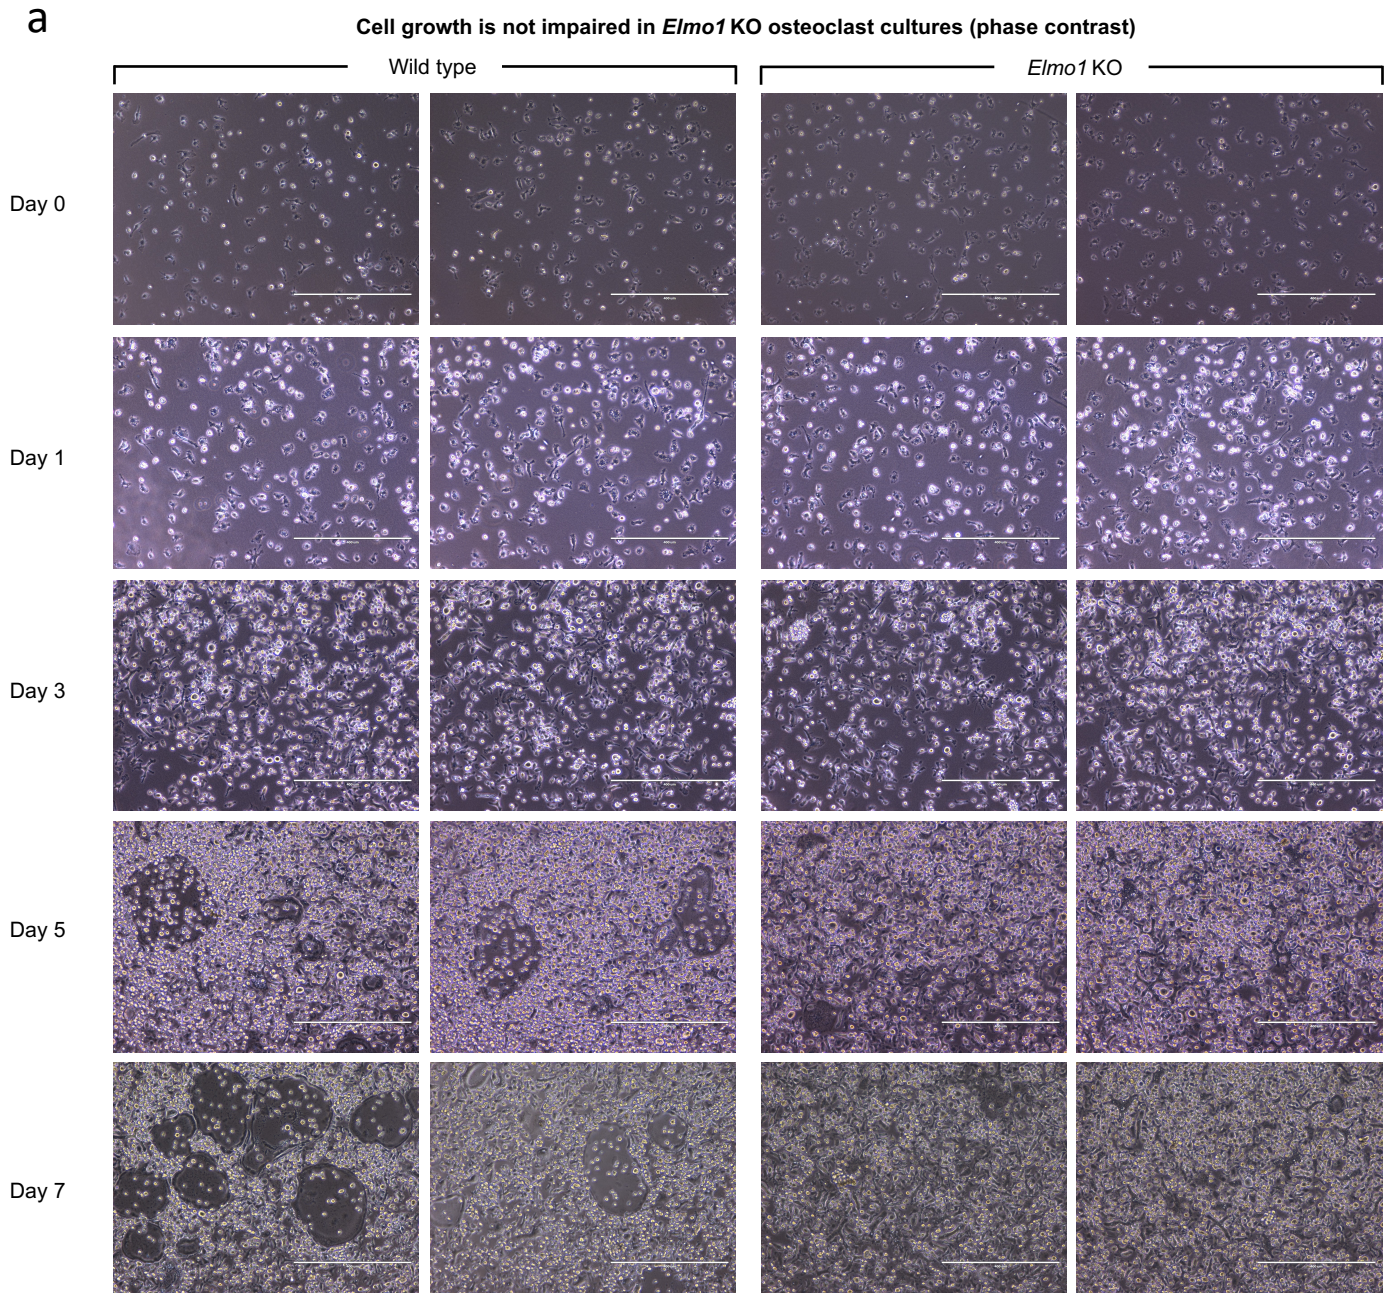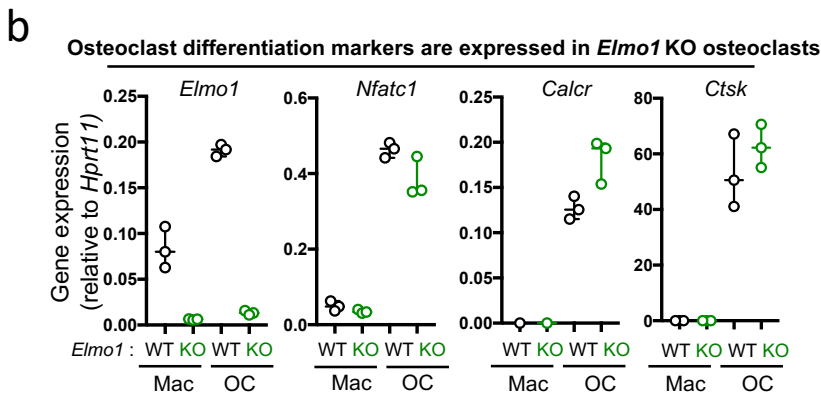

**Supplementary Figure 4. Growth and differentiation of *Elmo1* KO osteoclasts is not impaired.**

- a) Bone marrow from two *Elmo1*<sup>+/+</sup> (wild type) and two *Elmo1*<sup>-/-</sup> (KO) mice was differentiated into osteoclasts on OsteoAssay plates and phase contrast pictures were taken daily. Scale bar = 0.4mm.
- b) Normal maturation of *Elmo1*<sup>-/-</sup> osteoclasts. Expression of osteoclast maturation genes (along with *Elmo1*) was analyzed by quantitative RT-PCR in macrophages (control) and day 7 osteoclasts differentiated from the bone marrow of *Elmo1*<sup>+/+</sup> (WT, black) and *Elmo1*<sup>-/-</sup> (KO, green) mice. Each symbol represents culture from an individual animal. Data are presented in a Box and Whiskers format with all data points shown and median indicated. Representative of three independent experiments is shown. Source data are provided as the Source data file.

Supplementary Figure 5. Loss of ELMO1 does not decrease macrophage efferocytosis or osteoclast integrin expression.

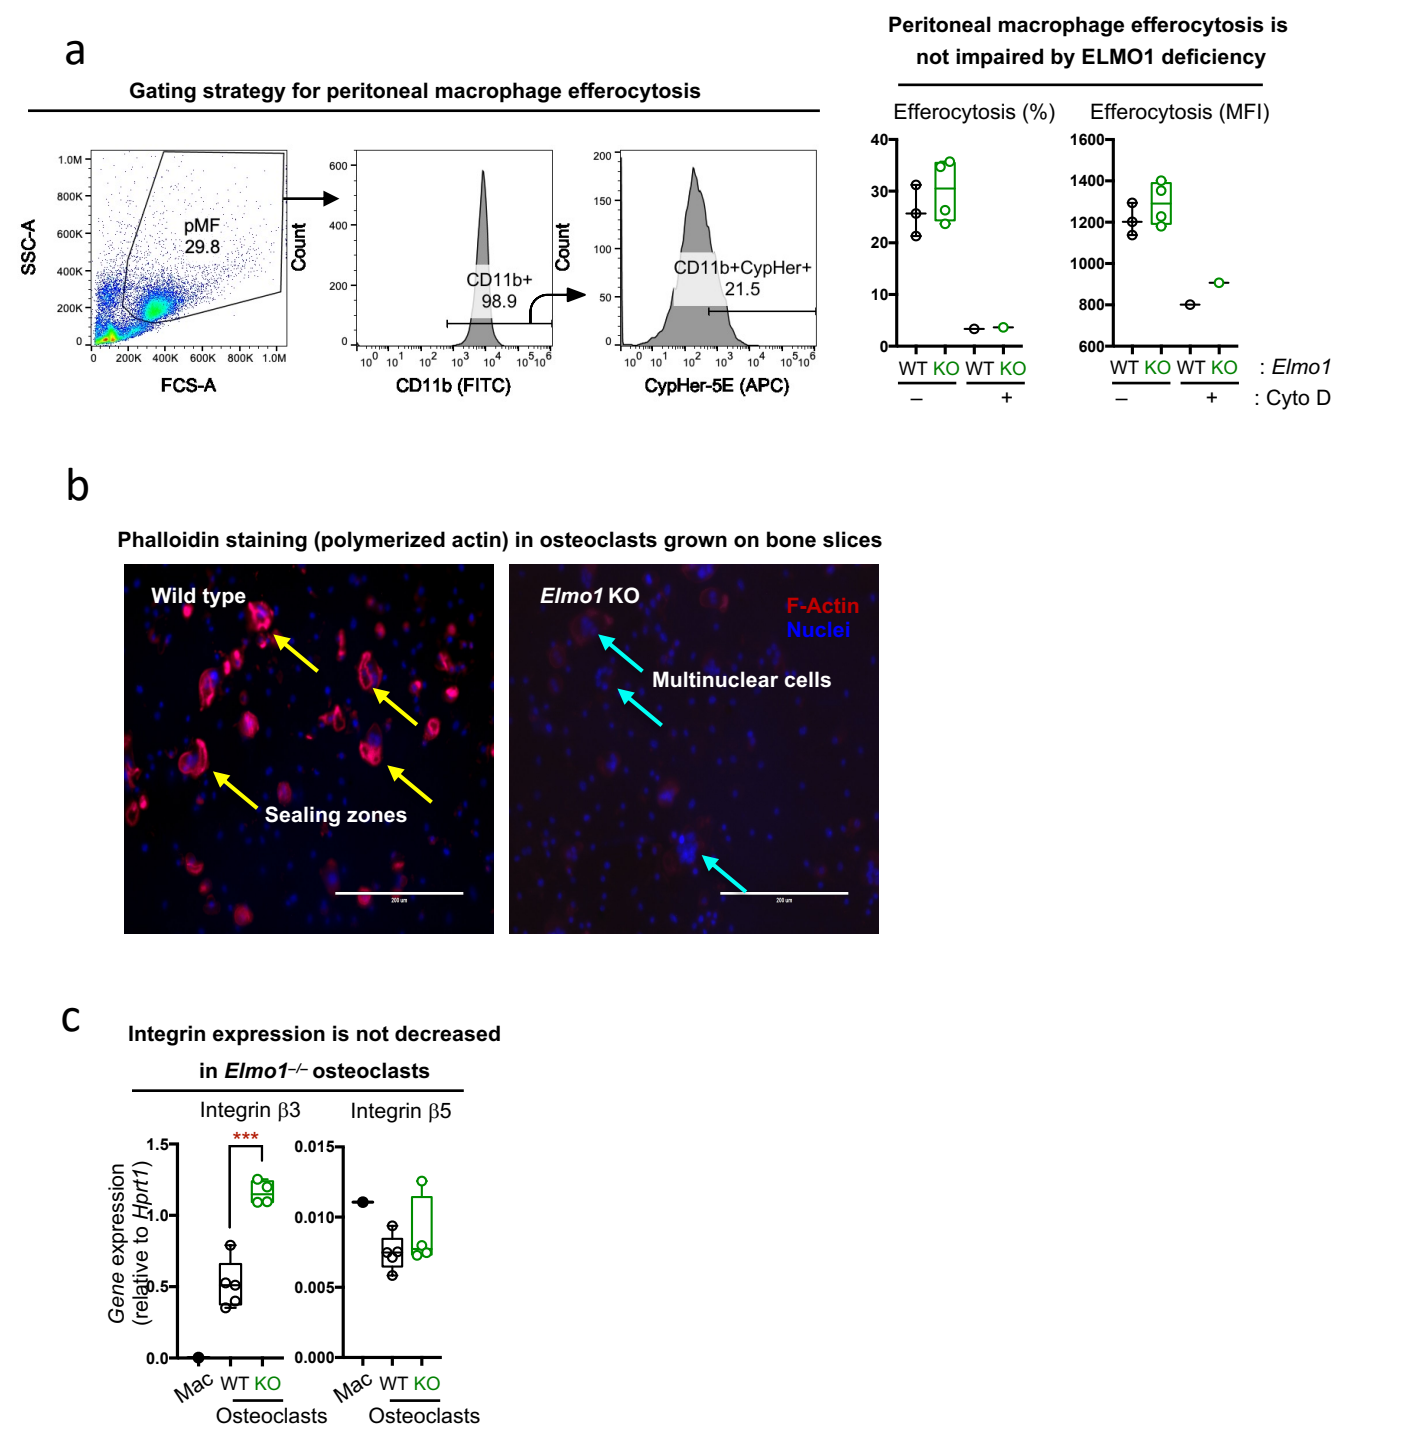

**Supplementary Figure 5. Loss of ELMO1 does not decrease macrophage efferocytosis of osteoclast integrin expression.**

- a) Macrophages from *Elmo1*<sup>-/-</sup> mice display normal efferocytosis of apoptotic cells. Resident peritoneal macrophages from *Elmo1*<sup>+/+</sup> (WT, black) and *Elmo1*<sup>-/-</sup> (KO, green) mice were incubated with fluorescently labeled apoptotic thymocytes *ex vivo* for 30min in the presence or absence of cytochalasin D (CytoD), as described in the Methods. Percent of macrophages (%) with engulfed apoptotic thymocytes and the mean fluorescent index (MFI) were quantified by flow cytometry. Previous studies have shown that compensatory expression of *Elmo2* in macrophages can overcome *Elmo1* deficiency with respect to efferocytosis. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated. Representative of two independent experiments is shown.
- b) Phalloidin (F-actin, red) and Hoechst (nuclei, blue) staining (pseudo-colored) of *Elmo1*<sup>+/+</sup> (wild type, n=2) and *Elmo1*<sup>-/-</sup> (KO, n=2) osteoclasts grown on bovine bone slices. Yellow arrows indicate osteoclast sealing zones/rings. Cyan arrows indicate multinuclear cells. Scale bar = 0.2 mm. Representative of two independent experiments is shown.
- c) Normal expression of genes encoding integrin  $\beta 3$  and integrin  $\beta 5$  in *Elmo1*<sup>-/-</sup> osteoclasts. Gene expression was analyzed by quantitative RT-PCR in macrophages (BMDM) and day 7 osteoclasts differentiated from the bone marrow of *Elmo1*<sup>+/+</sup> (WT, black) and *Elmo1*<sup>-/-</sup> (KO, green) mice. Data are presented in a Box and Whiskers format with box indicating 25<sup>th</sup> to 75<sup>th</sup> percentile, all data points shown and median indicated. \*\*\*p<0.001, Student's t-test, two-tailed, unpaired. Each symbol represents culture from an individual animal. Source data are provided as the Source data file.

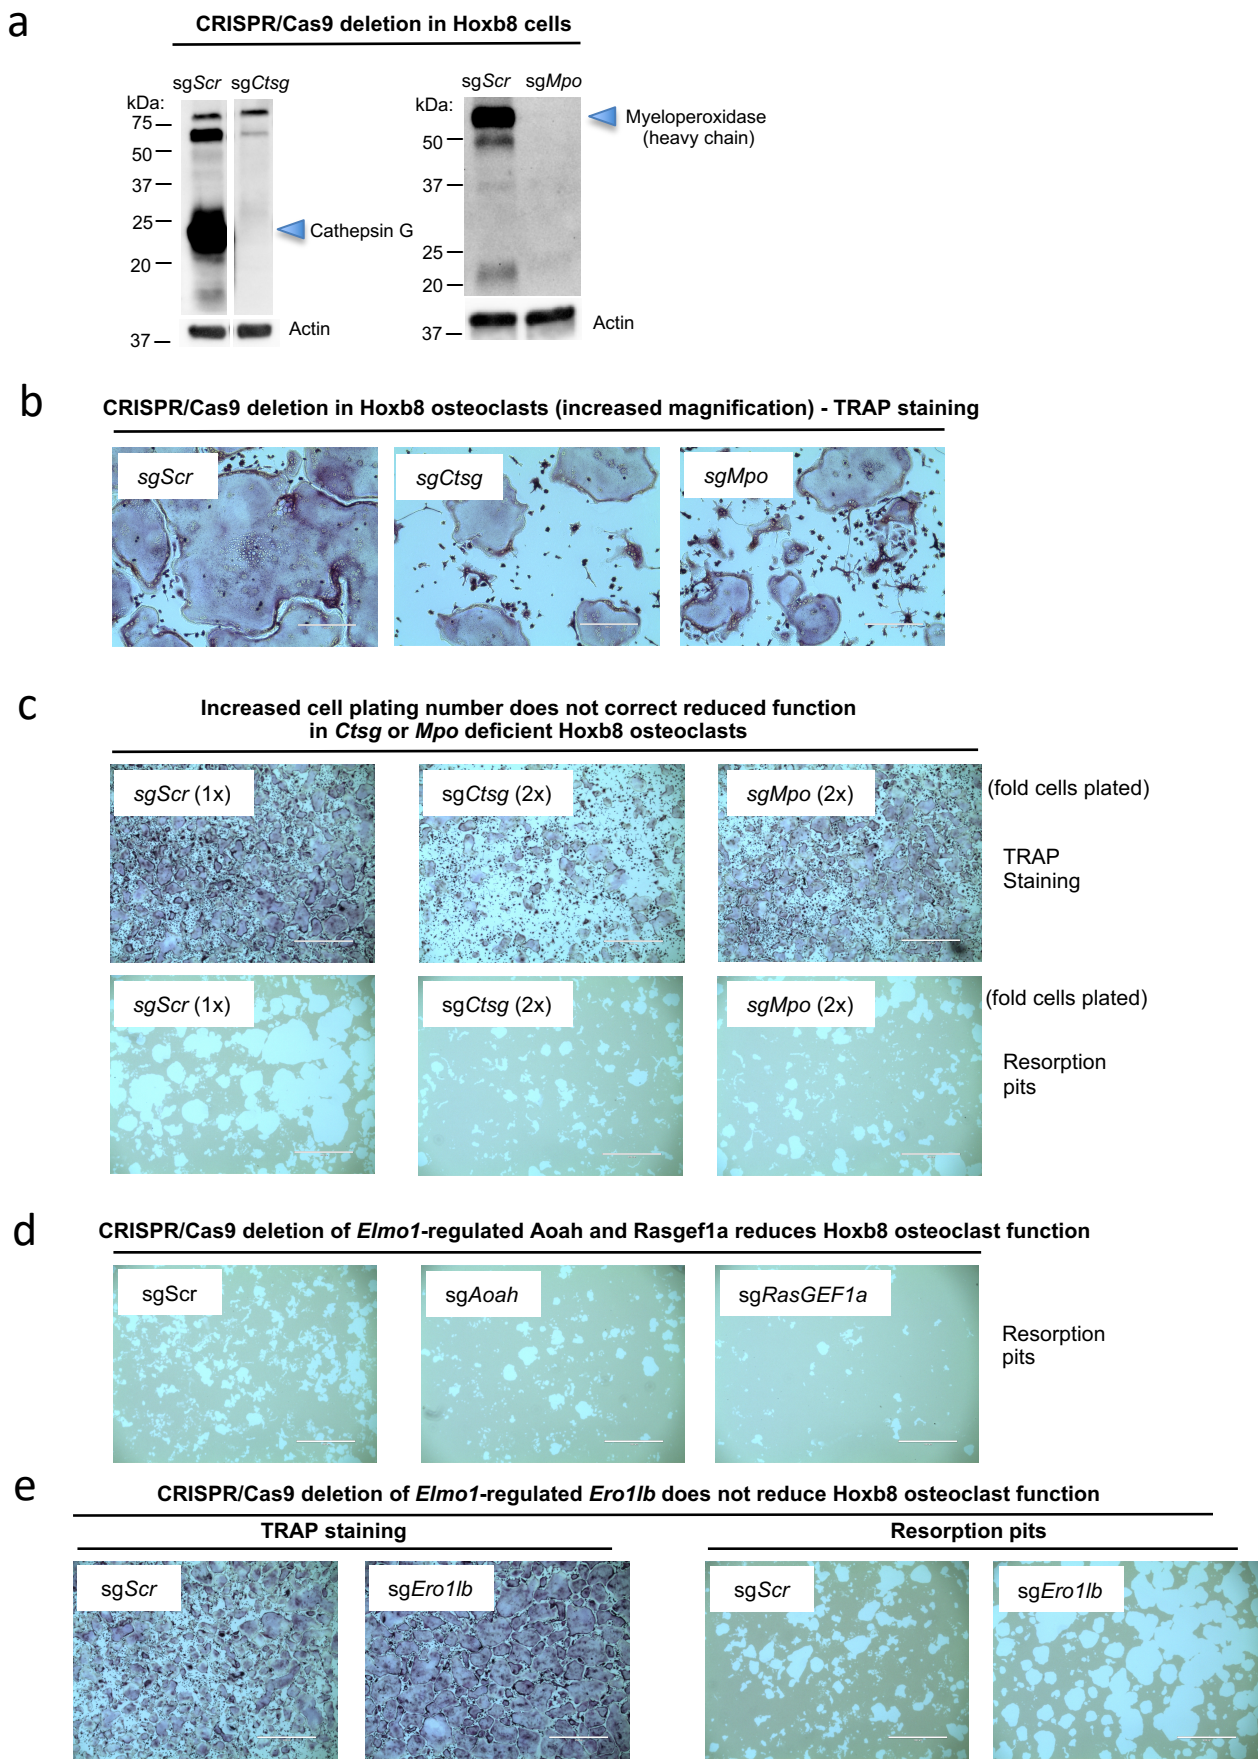

**Supplementary Figure 6. *Elmo1* regulated genes influence osteoclast function.**

- a) Cas9 expressing Hoxb8 macrophage precursor cells were transduced with guide RNA (sg) targeting cathepsin G (*Ctsg*) or myeloperoxidase (*Mpo*). Loss of targeted protein was verified in whole cell extracts by immunoblotting. The *Ctsg* lanes are from the same blot but not run next to each other. In the right panel, the MPO heavy chain is indicated, and the lower bands likely represent MPO degradation products, as this was again lost in the cells with *Mpo* deletion. Actin was used for loading control. Representative of two experiments is shown.
- b) TRAP staining of Cas9-Hoxb8 osteoclasts stably expressing indicated guide RNA (sg), differentiated for 7 days on OsteoAssay plates. Scale bar = 0.2 mm. Refers to data shown in main Figure 3c. Representative of more than three independent experiments is shown.
- c) Increased cell plating numbers does not correct reduced function of cathepsin G or myeloperoxidase-deficient osteoclasts. TRAP staining (top panels) and resorption pits (bottom panels) of Cas9-Hoxb8 osteoclasts stably expressing indicated guide RNA (sg) targeting *Ctsg* or *Mpo*, and differentiated for 7 days on OsteoAssay plates. Scale bar = 1 mm. One experiment is shown.
- d) Resorption pits of Cas9-Hoxb8 osteoclasts stably expressing indicated guide RNAs targeting acyloxyacyl hydrolase (*Aoah*) and RasGEF1, differentiated for 7 days on OsteoAssay plates. Scale bar = 1 mm. Representative of two independent experiments is shown.
- e) Not all enzymes targeted in Hoxb8 osteoclasts decrease bone resorption, as targeting endoplasmic reticulum oxidoreductase 1 beta (*Ero1b*) increases osteoclast activity. TRAP staining (left panels) and resorption pits (right panels) of Cas9-Hoxb8 osteoclasts stably expressing sg*Ero1b* differentiated for 7 days on OsteoAssay plates. Scale bar = 1 mm. One experiment is shown. Source data are provided as the Source data file.

Supplementary Figure 7. ELMO1 inhibition impairs osteoclast function.

a

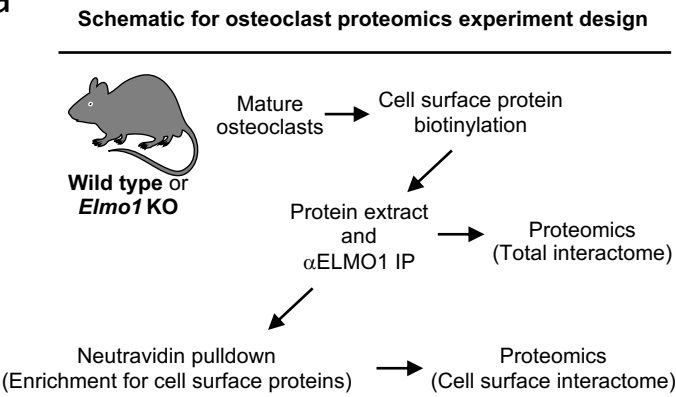

b

**Isotype control for V-ATPase in mature osteoclasts**

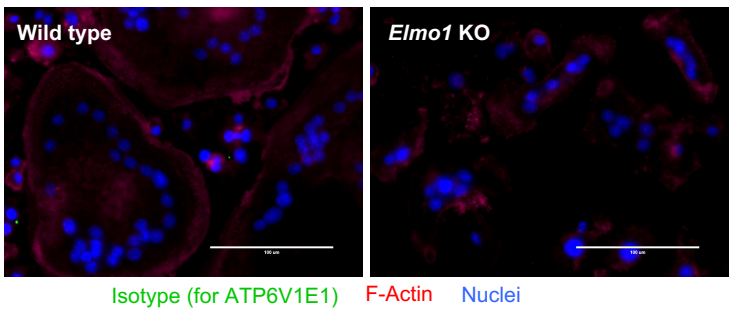

c

**Isotype control for Cathepsin K in mature osteoclasts**

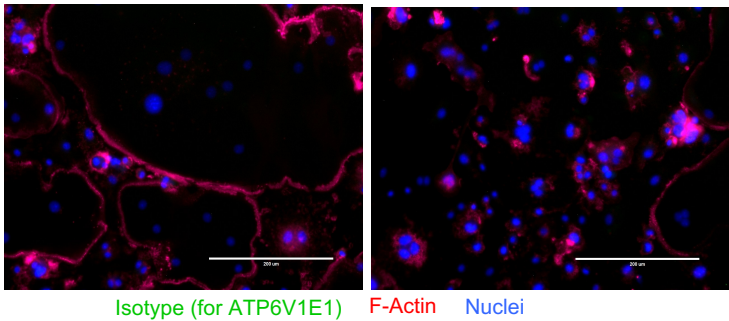

d

**OsteoAssay (resorption function)**

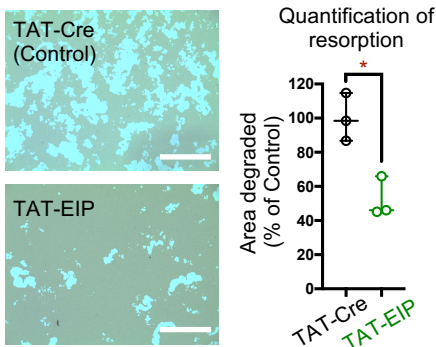

**Supplementary Figure 7. ELMO1 inhibition impairs osteoclast function.**

a) Schematic of the osteoclast preparation steps to identify the ELMO1 protein interactome via proteomics.

b,c) Bone marrow from *Elmo1*<sup>+/+</sup> (wild type) and *Elmo1*<sup>-/-</sup> (KO) mice was differentiated into osteoclasts and the cells stained as indicated. Scale bar = 0.1 mm. Representative of two independent experiments is shown.

d) Wild type osteoclasts were differentiated on OsteoAssay plates. From day 3, 10μM TAT-EIP (green) or TAT-Cre (black) were added and changed daily until day 7, when the cells were removed to reveal and quantify resorption pits. Scale bar = 0.4mm. Data are presented in a Box and Whiskers format with all data points shown and median indicated. \*p=0.0108, Student's t-test, two-tailed, unpaired. Data from cultures prepared from three animals is shown. Source data are provided as the Source data file.

# Supplementary Table 1. Details of databases used and specific SNPs associated with the indicated genes.

## Data Aggregation

| Database Name                                                  | DOI                         |
|----------------------------------------------------------------|-----------------------------|
| GWASdb                                                         | 10.1093/nar/gkr1182         |
| NHGRI GWAS Catalog                                             | 10.1093/nar/gkt1229         |
| Genetic Association Database                                   | 10.1038/ng0504-431          |
| GEO Signatures of Differentially Expressed Genes for Diseases  | 10.1093/nar/gks1193         |
| dbGAP: Database of Genotypes and Phenotypes                    | 10.1093/nar/gkt1211         |
| CTD Gene-Disease Associations                                  | 10.1093/nar/gku935          |
| DISEASES Experimental Gene-Disease Association Evidence Scores | 10.1016/j.jmeth.2014.11.020 |

| SNPs<br>Gene | Chr | Position  | SNP ID     | PubMed ID | adj P-value | Population                                                               | Trait                | SNP Type |
|--------------|-----|-----------|------------|-----------|-------------|--------------------------------------------------------------------------|----------------------|----------|
| Elmo1        | 7   | 37436854  | rs11984075 | 21383967  | 5.00E-08    | European(38053)                                                          | Celiac & RA          | Intron   |
| Elmo1        | 7   | 37427351  | rs75351767 | 23143596  | 2.94E-07    | European(27345)                                                          | RA                   | Intron   |
| Elmo1        | 7   | 37427351  | rs75351767 | 23143596  | 3.85E-05    | European(27345)                                                          | RA (CCP positive)    | Intron   |
| Elmo1        | 7   | 37427351  | rs75351767 | 23143596  | 5.95E-05    | European(27345)                                                          | RA (CCP negative)    | Intron   |
| Elmo1        | 7   | 37067395  | rs10488029 | 23382691  | 4.00E-06    | European(2247)                                                           | IgG glycosylation    | Intron   |
| Rac1         | 7   | 6434904   | rs836472   | 21452313  | 1.28E-04    | East Asian (1558)                                                        | RA                   | Exon 4   |
| Dock2        | 5   | 169461547 | rs3763048  | 23382691  | 9.00E-06    | European(2247)                                                           | IgG glycosylation    | Intron   |
| Mtus2        | 13  | 30140981  | rs6490411  | 17982456  | 2.00E-07    | NOPOP(397), Framingham(1211)                                             | RA (CCP positive)    | Intron   |
| Mtus2        | 13  | 29786977  | rs6490370  | 20436471  | 2.34E-05    | European(1693)                                                           | Paget's disease      | Intron   |
| Tnfrsf10     | 3   | 23201811  | rs20575    | 22480748  | 3.80E-02    | European(154)                                                            | RA, αTNF Tx Response | Exon 4   |
| Tnfrsf10     | 3   | 23201811  | rs20575    | 22480748  | 4.00E-02    | European(154)                                                            | RA, αTNF Tx Response | Exon 4   |
| Tnfrsf10     | 3   | 23201811  | rs20575    | 22480748  | 4.00E-02    | European(154)                                                            | RA, αTNF Tx Response | Exon 4   |
| Tjp1         | 15  | 30071279  | rs12916064 | 23233654  | 4.07E-04    | European(882)                                                            | RA, αTNF Tx Response | Intron   |
| Tjp1         | 15  | 30008279  | rs4780257  | 23233654  | 4.67E-04    | European(882)                                                            | RA, αTNF Tx Response | Intron   |
| Tjp1         | 15  | 30162502  | rs12592592 | 23233654  | 9.97E-04    | European(882)                                                            | RA, αTNF Tx Response | Intron   |
| Cxcl10       | 4   | 76021147  | rs8878     | 25702175  | 3.40E-02    | European(780)                                                            | RA                   | Exon 4   |
| Ifi44        | 1   | 79176868  | rs4650376  | 23382691  | 2.00E-06    | European(2247)                                                           | IgG Glycosylation    | Intron   |
| Ifi44        | 1   | 78987302  | rs672561   | 23382691  | 9.00E-06    | European(2247)                                                           | IgG Glycosylation    | Intron   |
| Mx2          | 21  | 42793791  | rs459482   | 23382691  | 3.00E-07    | European(2247)                                                           | IgG glycosylation    | UTR-5    |
| Mx2          | 21  | 42793791  | rs459482   | 23382691  | 2.00E-06    | European(2247)                                                           | IgG glycosylation    | UTR-5    |
| Exoc3l4      | 14  | 103485652 | rs1106679  | 17982456  | 2.29E-05    | NOPOP(397), Framingham(1211)                                             | RA (CCP positive)    | intron   |
| Gpr137b      | 1   | 236335567 | rs6702348  | 21452313  | 2.99E-05    | Korean(1558)                                                             | RA                   | Intron   |
| Gpr137b      | 1   | 236329513 | rs7537965  | 21452313  | 2.68E-04    | Korean(1558)                                                             | RA                   | Intron   |
| Mpo          | 17  | 56313904  | rs8067912  | 23382691  | 5.00E-07    | European(2247)                                                           | IgG glycosylation    | Intron   |
| Mpo          | 17  | 56313904  | rs8067912  | 23382691  | 1.00E-06    | European(2247)                                                           | IgG glycosylation    | Intron   |
| Rgs11        | 16  | 375782    | rs9921222  | 22504420  | 1.00E-16    | East Asian, European(32961)                                              | Bone mineral density | intron   |
| Rgs11        | 16  | 375782    | rs9921222  | 24945404  | 7.95E-05    | NOPOP(588), Turkish(300), Moroccan(232), European(7976), Surinamese(289) | Bone mineral density | intron   |
| Rgs11        | 16  | 375782    | rs9921222  | 24945404  | 1.13E-04    | NOPOP(588), Turkish(300), Moroccan(232), European(7976), Surinamese(289) | Bone mineral density | intron   |

**Supplementary Table 2. *Elmo1* regulates transcriptional programs in osteoclasts.**

**Osteoclast-specific genes regulated by *Elmo1***

| <u>Symbol</u>  | <u>Average Ratio</u> | <u>Symbol</u>  | <u>Average Ratio</u> | <u>Symbol</u>     | <u>Average Ratio</u> | <u>Symbol</u>  | <u>Average Ratio</u> |
|----------------|----------------------|----------------|----------------------|-------------------|----------------------|----------------|----------------------|
| <i>Mtus2</i>   | 0.702472548          | <i>Ifit1</i>   | 0.573271804          | <i>Akr7a5</i>     | 0.537867345          | <i>Nnmt</i>    | 0.396142394          |
| <i>Veph1</i>   | 0.685436848          | <i>Cmpk2</i>   | 0.572107827          | <i>Cpne2</i>      | 0.537844345          | <i>Ddit4l</i>  | 0.396223681          |
| <i>Tnfsf10</i> | 0.6948456            | <i>Ppm1n</i>   | 0.570701647          | <i>Dcakd</i>      | 0.537158692          | <i>Pacrg</i>   | 0.396611649          |
| <i>Tjp1</i>    | 0.668220745          | <i>Oasl1</i>   | 0.567841645          | <i>Parp12</i>     | 0.535007379          | <i>Rac3</i>    | 0.398052676          |
| <i>Ifi203</i>  | 0.659139732          | <i>Gpr84</i>   | 0.566663339          | <i>AW112010</i>   | 0.534012736          | <i>Stard13</i> | 0.400190071          |
| <i>Cxcl10</i>  | 0.656263398          | <i>Fam83f</i>  | 0.566465144          | <i>Fbl</i>        | 0.53266786           | <i>Nd1</i>     | 0.401865869          |
| <i>Gbp5</i>    | 0.624309929          | <i>Casp2</i>   | 0.566188877          | <i>Zfp574</i>     | 0.532659004          | <i>Nd6</i>     | 0.406516379          |
| <i>Ifit2</i>   | 0.6104783            | <i>Irgm2</i>   | 0.565579639          | <i>Pde7a</i>      | 0.531195206          | <i>Ank1</i>    | 0.414184164          |
| <i>Nxpe3</i>   | 0.60880761           | <i>Dtx3l</i>   | 0.561948371          | <i>Sf3b4</i>      | 0.530235226          | <i>Tead1</i>   | 0.415436963          |
| <i>ligp1</i>   | 0.607461161          | <i>Ddx60</i>   | 0.561306911          | <i>Slc25a22</i>   | 0.529426194          | <i>Spp1</i>    | 0.416263299          |
| <i>Ifi44</i>   | 0.602233924          | <i>Oas3</i>    | 0.560526562          | <i>Gpr137b-ps</i> | 0.033089824          | <i>Abca8b</i>  | 0.420248141          |
| <i>Timp3</i>   | 0.598585693          | <i>Pyhin1</i>  | 0.560443919          | <i>Elmo1</i>      | 0.154205884          | <i>Aldh1l2</i> | 0.420269223          |
| <i>Mx2</i>     | 0.594413765          | <i>Hp</i>      | 0.559701536          | <i>Sugct</i>      | 0.20832173           | <i>Gfra1</i>   | 0.433384714          |
| <i>Exoc3l</i>  | 0.592129987          | <i>C1qtnf6</i> | 0.559347576          | <i>Ctsg</i>       | 0.277804087          | <i>Rftn2</i>   | 0.439344583          |
| <i>Ifit3b</i>  | 0.591880274          | <i>Mybl2</i>   | 0.557512328          | <i>Lce1g</i>      | 0.284926112          | <i>Insl6</i>   | 0.439474543          |
| <i>Mnda</i>    | 0.589232625          | <i>Trim30d</i> | 0.55628856           | <i>Mpo</i>        | 0.291785946          | <i>Crem</i>    | 0.440529212          |
| <i>Cxcl13</i>  | 0.588579858          | <i>Rab4a</i>   | 0.555364077          | <i>Mgam</i>       | 0.298858881          | <i>Stac2</i>   | 0.44054668           |
| <i>Ggt5</i>    | 0.58821174           | <i>Homez</i>   | 0.554876406          | <i>Slc2a4rg</i>   | 0.309887733          | <i>Stfa3</i>   | 0.441568128          |
| <i>Olfir56</i> | 0.586757353          | <i>Tmem37</i>  | 0.548359973          | <i>Dusp13</i>     | 0.32210814           | <i>Mplkip</i>  | 0.446505442          |
| <i>Vcam1</i>   | 0.586556136          | <i>Parp11</i>  | 0.546538404          | <i>Rgs11</i>      | 0.330432885          | <i>Cnn2</i>    | 0.450597651          |
| <i>Gbgt1</i>   | 0.580937203          | <i>Herc6</i>   | 0.545880611          | <i>Prtn3</i>      | 0.331496194          | <i>Plk2</i>    | 0.451700265          |
| <i>Rsad2</i>   | 0.580459627          | <i>Il18bp</i>  | 0.545564638          | <i>Sphk1</i>      | 0.356938064          | <i>Eno3</i>    | 0.454929694          |
| <i>Ly6i</i>    | 0.5799029            | <i>Phf11d</i>  | 0.542957619          | <i>Lrrc1</i>      | 0.365852943          | <i>Sec11c</i>  | 0.45860763           |
| <i>Slfn5</i>   | 0.577206583          | <i>Trp53</i>   | 0.540782958          | <i>Rasgef1a</i>   | 0.370780206          | <i>Pgam1</i>   | 0.472816384          |
| <i>Slfn9</i>   | 0.575337815          | <i>Stat1</i>   | 0.540565898          | <i>Aoah</i>       | 0.383732091          | <i>Lyst</i>    | 0.478624137          |
| <i>Rmi2</i>    | 0.574389708          | <i>Cdt1</i>    | 0.538738455          | <i>Hist1h1c</i>   | 0.385801037          |                |                      |
| <i>Ifit3</i>   | 0.573517895          | <i>Csad</i>    | 0.538222383          | <i>Ero1lb</i>     | 0.394727865          |                |                      |

Supplementary Table 3 - String annotations for Figure 4

**ELMO1 Cell Surface Protein Interactome**

| #node1   | node2    | node1_string_id          | node2_string_id          | neighborhood_on_chromosome | gene_fusion | phylogenetic_cooccurrence | homology | coexpression | experimentally_determined_interactions | database_annotation | automated_textmining | combined_score |
|----------|----------|--------------------------|--------------------------|----------------------------|-------------|---------------------------|----------|--------------|----------------------------------------|---------------------|----------------------|----------------|
| Atp6v1b2 | Atp6v1e1 | 10090.ENSMUSP00000006435 | 10090.ENSMUSP0000001935  | 0.164                      | 0           | 0                         | 0        | 0.542        | 0.738                                  | 0.9                 | 0.669                | 0.996          |
| Cd44     | Gpnmb    | 10090.ENSMUSP00000005218 | 10090.ENSMUSP00000003184 | 0                          | 0           | 0                         | 0        | 0.123        | 0                                      | 0                   | 0.513                | 0.555          |
| Cd44     | Itgb1    | 10090.ENSMUSP00000005218 | 10090.ENSMUSP00000008745 | 0                          | 0           | 0                         | 0        | 0.102        | 0.155                                  | 0                   | 0.87                 | 0.892          |
| Cd44     | Sirpa    | 10090.ENSMUSP00000005218 | 10090.ENSMUSP00000009949 | 0                          | 0           | 0                         | 0        | 0.061        | 0                                      | 0.9                 | 0.297                | 0.928          |
| Eno1     | Lcp1     | 10090.ENSMUSP00000007927 | 10090.ENSMUSP00000011627 | 0                          | 0           | 0                         | 0        | 0.049        | 0.263                                  | 0                   | 0.245                | 0.425          |
| Gpnmb    | Itgb1    | 10090.ENSMUSP00000003184 | 10090.ENSMUSP00000008745 | 0                          | 0           | 0                         | 0        | 0.061        | 0                                      | 0                   | 0.455                | 0.466          |
| Itgb1    | Itgb7    | 10090.ENSMUSP00000008745 | 10090.ENSMUSP0000000132  | 0                          | 0           | 0                         | 0.921    | 0.061        | 0                                      | 0.72                | 0.452                | 0.735          |
| Itgb1    | Lrp1     | 10090.ENSMUSP00000008745 | 10090.ENSMUSP00000004400 | 0                          | 0           | 0                         | 0        | 0            | 0                                      | 0                   | 0.503                | 0.503          |
| Itgb1    | Itgb5    | 10090.ENSMUSP00000008745 | 10090.ENSMUSP00000006941 | 0                          | 0           | 0                         | 0.906    | 0.089        | 0                                      | 0.72                | 0.635                | 0.749          |
| Itgb5    | Itgb7    | 10090.ENSMUSP00000006941 | 10090.ENSMUSP0000000132  | 0                          | 0           | 0                         | 0.865    | 0            | 0                                      | 0.72                | 0.295                | 0.73           |
| Lrp1     | Sirpa    | 10090.ENSMUSP00000004400 | 10090.ENSMUSP00000009949 | 0                          | 0           | 0                         | 0        | 0.127        | 0                                      | 0                   | 0.433                | 0.484          |

**ELMO1 Total Protein Interactome**

| #node1   | node2    | node1_string_id            | node2_string_id           | neighborhood_on_chromosome | gene_fusion | phylogenetic_cooccurrence | homology | coexpression | experimentally_determined_interactions | database_annotation | automated_textmining | combined_score |
|----------|----------|----------------------------|---------------------------|----------------------------|-------------|---------------------------|----------|--------------|----------------------------------------|---------------------|----------------------|----------------|
| Atp12a   | Atp4a    | 10090.ENSMUSP00000007340   | 10090.ENSMUSP0000000569   | 0                          | 0           | 0.448                     | 0.969    | 0            | 0                                      | 0.8                 | 0.746                | 0.807          |
| Atp12a   | Atp6v0d1 | 10090.ENSMUSP00000007340   | 10090.ENSMUSP0000001330   | 0                          | 0           | 0                         | 0        | 0            | 0.217                                  | 0                   | 0.375                | 0.49           |
| Atp12a   | Atp6v1c1 | 10090.ENSMUSP00000007340   | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.062        | 0.094                                  | 0                   | 0.499                | 0.537          |
| Atp12a   | Atp6v1a  | 10090.ENSMUSP00000007340   | 10090.ENSMUSP00000011031  | 0.043                      | 0           | 0                         | 0        | 0.052        | 0.343                                  | 0                   | 0.436                | 0.618          |
| Atp12a   | Atp6v0d2 | 10090.ENSMUSP00000007340   | 10090.ENSMUSP00000002990  | 0                          | 0           | 0                         | 0        | 0.06         | 0.217                                  | 0                   | 0.899                | 0.919          |
| Atp1a1   | Atp6v0d1 | 10090.ENSMUSP000000039657  | 10090.ENSMUSP00000001330  | 0                          | 0           | 0                         | 0        | 0.061        | 0.329                                  | 0                   | 0.206                | 0.456          |
| Atp1a1   | Atp2b1   | 10090.ENSMUSP000000039657  | 10090.ENSMUSP00000002010  | 0                          | 0           | 0.446                     | 0.652    | 0.099        | 0.544                                  | 0                   | 0.351                | 0.675          |
| Atp1a1   | Atp6v1a  | 10090.ENSMUSP000000039657  | 10090.ENSMUSP00000011031  | 0.043                      | 0           | 0                         | 0        | 0.06         | 0.449                                  | 0                   | 0.226                | 0.565          |
| Atp1a1   | Atp1a3   | 10090.ENSMUSP000000039657  | 10090.ENSMUSP0000000992   | 0                          | 0           | 0.449                     | 0.983    | 0            | 0                                      | 0.8                 | 0.71                 | 0.803          |
| Atp1a1   | Atp1a2   | 10090.ENSMUSP000000039657  | 10090.ENSMUSP00000008307  | 0                          | 0           | 0.449                     | 0.984    | 0            | 0                                      | 0.8                 | 0.722                | 0.803          |
| Atp1a1   | Atp1a4   | 10090.ENSMUSP000000039657  | 10090.ENSMUSP00000010687  | 0                          | 0           | 0.449                     | 0.979    | 0            | 0                                      | 0.8                 | 0.469                | 0.803          |
| Atp1a2   | Atp6v0d1 | 10090.ENSMUSP000000083077  | 10090.ENSMUSP00000001330  | 0                          | 0           | 0                         | 0        | 0            | 0.655                                  | 0                   | 0.128                | 0.686          |
| Atp1a2   | Atp2b1   | 10090.ENSMUSP000000083077  | 10090.ENSMUSP00000002010  | 0                          | 0           | 0.446                     | 0.64     | 0.099        | 0.449                                  | 0                   | 0.281                | 0.6            |
| Atp1a2   | Atp6v1a  | 10090.ENSMUSP000000083077  | 10090.ENSMUSP00000011031  | 0.043                      | 0           | 0                         | 0        | 0.054        | 0.68                                   | 0                   | 0.193                | 0.735          |
| Atp1a2   | Atp1a4   | 10090.ENSMUSP000000083077  | 10090.ENSMUSP00000010687  | 0                          | 0           | 0.449                     | 0.98     | 0            | 0                                      | 0.8                 | 0.701                | 0.804          |
| Atp1a2   | Atp1a3   | 10090.ENSMUSP000000083077  | 10090.ENSMUSP0000000992   | 0                          | 0           | 0.449                     | 0.983    | 0.071        | 0                                      | 0.8                 | 0.713                | 0.809          |
| Atp1a3   | Atp2b1   | 10090.ENSMUSP00000009922   | 10090.ENSMUSP00000002010  | 0                          | 0           | 0.446                     | 0.642    | 0.139        | 0.203                                  | 0                   | 0.19                 | 0.426          |
| Atp1a3   | Atp6v1a  | 10090.ENSMUSP00000009922   | 10090.ENSMUSP00000011031  | 0.043                      | 0           | 0                         | 0        | 0.106        | 0.415                                  | 0                   | 0.113                | 0.497          |
| Atp1a3   | Atp1a4   | 10090.ENSMUSP00000009922   | 10090.ENSMUSP00000010687  | 0                          | 0           | 0.449                     | 0.978    | 0            | 0                                      | 0.8                 | 0.491                | 0.803          |
| Atp1a4   | Atp6v0d1 | 10090.ENSMUSP000000106874  | 10090.ENSMUSP00000001330  | 0                          | 0           | 0                         | 0        | 0            | 0.217                                  | 0                   | 0.321                | 0.446          |
| Atp2b1   | Atp6v1c1 | 10090.ENSMUSP000000020107  | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.075        | 0.094                                  | 0                   | 0.353                | 0.41           |
| Atp2b1   | Atp6v1a  | 10090.ENSMUSP000000020107  | 10090.ENSMUSP000000011031 | 0.043                      | 0           | 0                         | 0        | 0.132        | 0.167                                  | 0                   | 0.275                | 0.431          |
| Atp4a    | Atp6v0d1 | 10090.ENSMUSP00000005692   | 10090.ENSMUSP00000001330  | 0                          | 0           | 0                         | 0        | 0            | 0.217                                  | 0                   | 0.402                | 0.512          |
| Atp4a    | Atp6v1c1 | 10090.ENSMUSP00000005692   | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.062        | 0.094                                  | 0                   | 0.499                | 0.537          |
| Atp4a    | Atp6v1a  | 10090.ENSMUSP00000005692   | 10090.ENSMUSP000000011031 | 0.043                      | 0           | 0                         | 0        | 0.052        | 0.343                                  | 0                   | 0.436                | 0.618          |
| Atp4a    | Atp6v0d2 | 10090.ENSMUSP00000005692   | 10090.ENSMUSP00000002990  | 0                          | 0           | 0                         | 0        | 0            | 0.217                                  | 0                   | 0.899                | 0.918          |
| Atp6v0d1 | Atp6v0d2 | 10090.ENSMUSP000000013304  | 10090.ENSMUSP00000002990  | 0                          | 0           | 0                         | 0.972    | 0            | 0.688                                  | 0.9                 | 0.65                 | 0.968          |
| Atp6v0d1 | Atp6v1c2 | 10090.ENSMUSP000000013304  | 10090.ENSMUSP00000002088  | 0                          | 0           | 0                         | 0        | 0.466        | 0.632                                  | 0.9                 | 0.611                | 0.991          |
| Atp6v0d1 | Atp6v1c1 | 10090.ENSMUSP000000013304  | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.54         | 0.632                                  | 0.9                 | 0.567                | 0.991          |
| Atp6v0d1 | Atp6v1a  | 10090.ENSMUSP000000013304  | 10090.ENSMUSP000000011031 | 0.172                      | 0           | 0                         | 0        | 0.364        | 0.609                                  | 0.9                 | 0.746                | 0.993          |
| Atp6v0d2 | Atp6v1c2 | 10090.ENSMUSP000000029900  | 10090.ENSMUSP00000002088  | 0                          | 0           | 0                         | 0        | 0.466        | 0.632                                  | 0.9                 | 0.697                | 0.993          |
| Atp6v0d2 | Atp6v1c1 | 10090.ENSMUSP000000029900  | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.51         | 0.632                                  | 0.9                 | 0.76                 | 0.995          |
| Atp6v0d2 | Atp6v1a  | 10090.ENSMUSP000000029900  | 10090.ENSMUSP000000011031 | 0.172                      | 0           | 0                         | 0        | 0.349        | 0.609                                  | 0.9                 | 0.822                | 0.995          |
| Atp6v1a  | Atp6v1c2 | 10090.ENSMUSP0000000110314 | 10090.ENSMUSP00000002088  | 0                          | 0           | 0                         | 0        | 0.435        | 0.727                                  | 0.9                 | 0.793                | 0.996          |
| Atp6v1a  | Atp6v1c1 | 10090.ENSMUSP0000000110314 | 10090.ENSMUSP00000002290  | 0                          | 0           | 0                         | 0        | 0.65         | 0.796                                  | 0.9                 | 0.846                | 0.998          |
| Atp6v1c1 | Atp6v1c2 | 10090.ENSMUSP000000022904  | 10090.ENSMUSP00000002088  | 0                          | 0           | 0                         | 0.961    | 0            | 0.324                                  | 0.8                 | 0.681                | 0.862          |
| Hvcn1    | Kcnab2   | 10090.ENSMUSP000000072401  | 10090.ENSMUSP000000012505 | 0                          | 0           | 0                         | 0        | 0.054        | 0                                      | 0.9                 | 0.075                | 0.904          |

#### Supplementary Table 4. List of primers used

| Gene symbol  | Gene name   | Catalogue number (Thermo Fisher) |
|--------------|-------------|----------------------------------|
| <i>Ctsk</i>  | Cathepsin K | Mm00484039_m1                    |
| <i>Oscar</i> | Oscar       | Mm00558665_m1                    |
| <i>Elmo1</i> | Elmo1       | Mm00519109_m1                    |
| <i>Itgb3</i> | Integrin b3 | Mm00443980_m1                    |
| <i>Itgb5</i> | Integrin b5 | Mm00439825_m1                    |
| <i>Hprt1</i> | Hprt1       | Mm00446968_m1                    |

# Supplementary material for: ELMO1 signaling is a promoter of osteoclast function and bone loss
**Source:** Nat Commun. 2021 Aug 17;12:4974. doi: 10.1038/s41467-021-25239-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Movie 1.

Description: Reduced bone erosions in *Elmo1^–/–^*DBA/1J mice during chronic CIA.

# Supplementary material for: ELMO1 signaling is a promoter of osteoclast function and bone loss
**Source:** Nat Commun. 2021 Aug 17;12:4974. doi: 10.1038/s41467-021-25239-6
**Supplement:** Supplementary file 3 — Supplementary Movie 1

## Slide 1
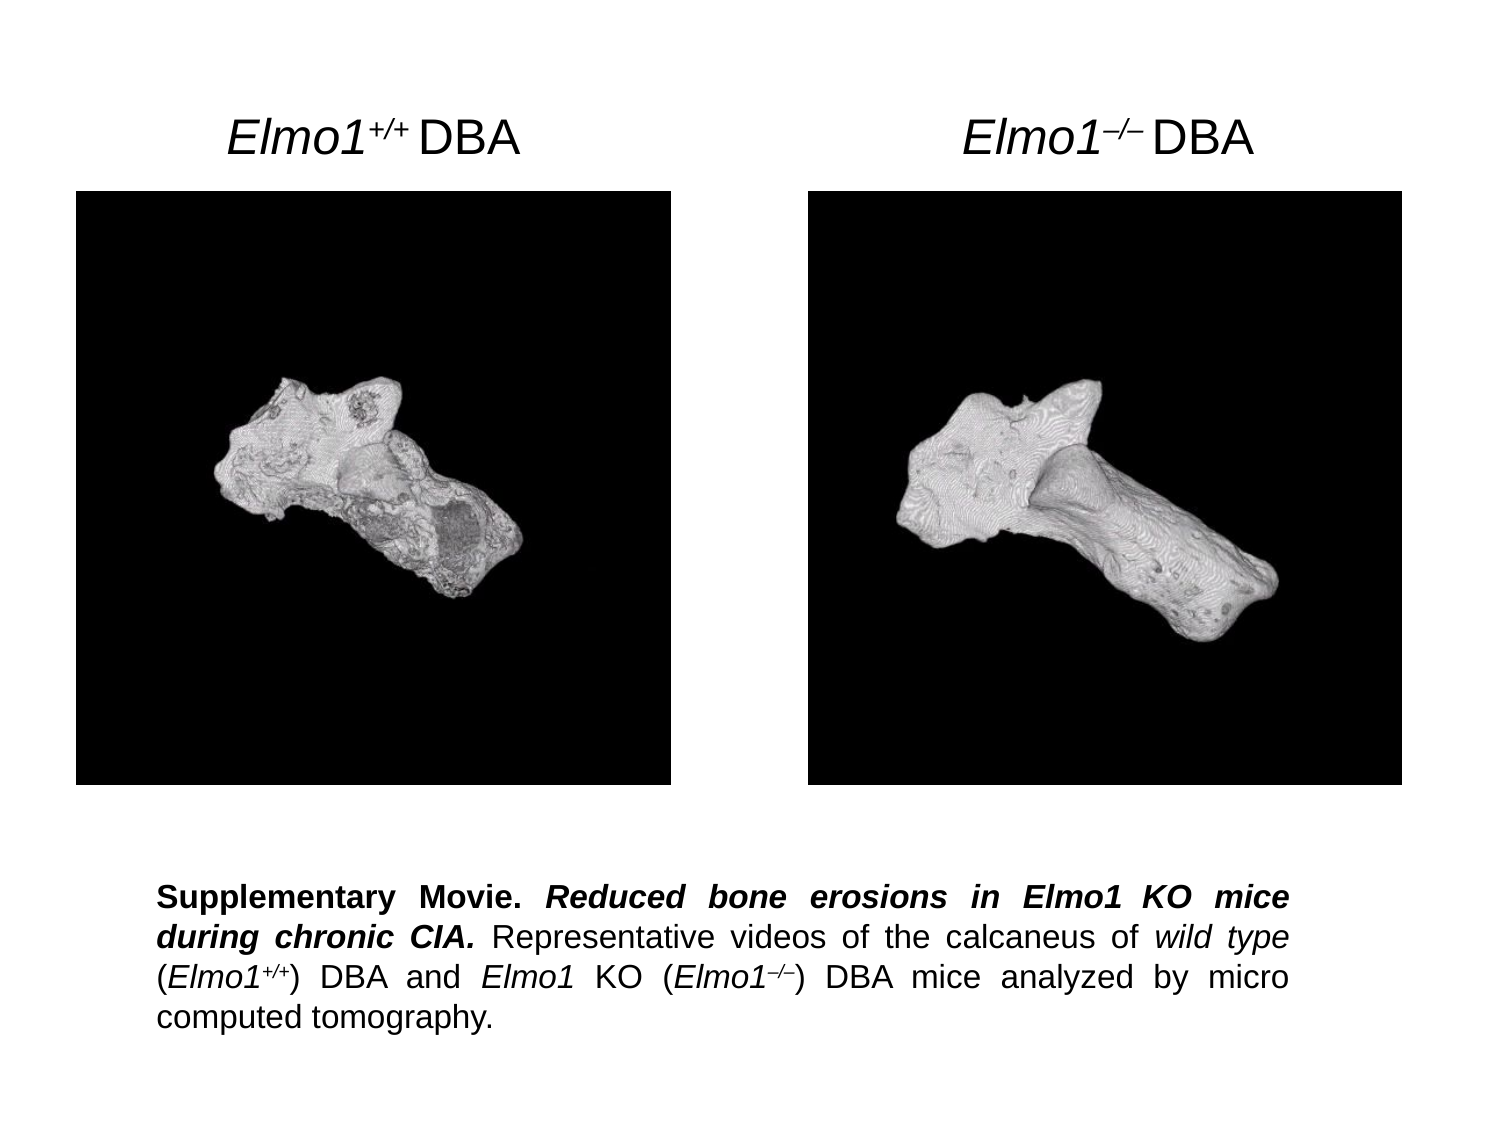

Elmo1+/+ DBA
Elmo1–/– DBA
Supplementary Movie. Reduced bone erosions in Elmo1 KO mice during chronic CIA. Representative videos of the calcaneus of wild type (Elmo1+/+) DBA and Elmo1 KO (Elmo1–/–) DBA mice analyzed by micro computed tomography.

# Supplementary material for: ELMO1 signaling is a promoter of osteoclast function and bone loss
**Source:** Nat Commun. 2021 Aug 17;12:4974. doi: 10.1038/s41467-021-25239-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE164826 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164826>). The proteomics data generated in this study have been deposited in the ProteomeXchange under accession code PXD023578 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX023578>). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

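The data are RNAseq libraries of osteoclasts grown from the bone marrow of 4 *Elmo1*-/- and 4 *Elmo1*+/- mice, 1 library per mouse, which were the samples of the paper's Fig. 4a and Supplementary Table 2. All 8 were used. The genotype of each library was taken from its genotype label and the paper's methods. The libraries carry replicate numbers 1 to 4 in each genotype. The paper's methods give 2 mice per genotype in each of 2 experiments, but not which.

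The authors prepared mRNA libraries with the Illumina TruSeq platform, sequenced them on an Illumina NextSeq, counted reads per gene and normalized the counts with DESeq2, and the aligner, counting tool, genome build and annotation are not given in the sources used here. The deposited values are a normalized signal, that is, the count of each gene divided by 1 size factor per library, for 46517 genes named by Ensembl identifiers. The authors' deposited table also holds their own DESeq2 comparison of the genotypes, with a log2 fold change, its standard error, a test statistic (a score) and a p-value and adjusted p-value per gene. In that deposited table a positive log2 fold change is higher in *Elmo1*+/-, as 98.98% of the genes with a mean over 50 show, the opposite of the direction used here. Its values were used only where the authors' deposited table is named.

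Gene symbols and positions came from GENCODE mouse release 21 (GRCm38) by Ensembl identifier. Of the identifiers, 46005 matched and 512 did not, and the latter were tested but have no name or place. Dividing each library's values by its smallest step gave whole reads for 100% of values to within 0.01 of a read. The totals on genes lay between 20905502 and 40846651 reads. No 2 libraries of a genotype were copies of each other, since a chi-square per gene of their reads was between 8.00 and 173.

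The main test was limma 3.58.1 in R 4.3.3 (empirical Bayes moderation with a trend and robust settings) on log2(normalized count + 1), for genes with a normalized count of at least 10 in at least 4 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. This form of the test for normalized values, the 4 gene lists, the windows around *Elmo1* and most alternatives were set before the data were examined. The themes of the interferon and primary granule lists and the windows were, however, chosen after the paper's gene results from these same libraries had been seen. For single genes, exact two-sided permutation tests over the 70 arrangements of 4 and 4 mice were added. Gene lists were tested with the camera test of limma with a preset correlation of 0.01, beside fry and camera with an estimated correlation, with adjustment over the 4 lists (34 interferon-stimulated, 10 primary granule, 8 secondary granule and 16 osteoclast genes). The ratio of the paper was recomputed from the means over 4 mice per genotype. The share of called genes within 10 Mb of *Elmo1* was compared with that elsewhere by Fisher's exact test.

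The genes named in the text were those the paper's results name, the genes of Fig. 4a mostly as a summary, the 5 highest and 5 lowest called genes whose genotypes do not overlap, members of the gene lists, including ELMO and DOCK genes and sex-linked genes, and called genes within 10 Mb of *Elmo1*. The paper's table values had been seen when this rule was written. Of the 106 genes of Supplementary Table 2, 5 were matched through another symbol, namely *Mnda* as *Ifi211*, *Pyhin1* as *Ifi209*, *Slc2a4rg* as *Slc2a4rg-ps*, *Nd1* as *mt-Nd1* and *Nd6* as *mt-Nd6*.

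The alternatives were the quasi-likelihood test of edgeR 4.0.16 on the recovered reads, rescaling to equal totals and by TMM, no filter other than a total above 0, a minimum of 50, pseudocounts of 0.5 and 8, leaving out each mouse in turn, the replicate number as a block, and 1 surrogate variable from sva 3.50.0. For the ratio they were all 18 assignments of the mice to experiments, library totals and medians. Added after the data were seen were the Wald test of DESeq2 1.42.0 on the recovered reads, the side of the first principal component as a term or as a subset, and further counts of genes around *Elmo1*.

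The replicate numbers were checked for pairing, that is, for whether libraries with the same number deviate together from their genotype means. The correlation across genes of these deviations lay between 0.156 and 0.704 for the 4 same-numbered pairs, so by the rule used here, over 0.1 in every pair, the numbers pair the libraries. Pairs with different numbers on the same side of the first principal component lay between 0.0259 and 0.691, so the numbers carry little beyond that side. The labels and the paper do not say what the numbers stand for.

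The scripts were tested on simulated data, counts drawn from the means and library sizes of these genes, 4 libraries against 4. In them 200 genes were changed by a log2 of 1 or 2, and a further set of genes by less. Without a separation of the libraries, limma called 71.7% of the genes changed by a log2 of 1 and 96.9% of those changed by 2, with 7.45% of its calls among unchanged genes. With the means of the libraries on each side of the first principal component these were 76.8%, 95.9% and 0%. With the side also as a term in limma they were 86.9%, 97.9% and 4.67%. Each gene was drawn independently, so differences within a side that many genes share were not simulated. Single genes changed by less than a log2 of 1 were not scored. These shares therefore do not give the power of the test for smaller changes in the real data. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures. The paper's other experiments were not analysed here.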

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

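The tests of explanations reported in this part were all chosen after the values had been seen, and the comparison of each mouse with the others of its genotype was set before. In 64 groups of 4 mice, 2 held a mouse far from the other 3, by a gap to its neighbour above the critical value of Dixon's test, where chance gives about 1 group in 20, or 3.2 groups. The number is therefore no larger than chance gives, and each case is described for its own sake.

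*Gpr137b-ps* had a normalized count of 22.7 in *Elmo1*+/- mouse 2, within the *Elmo1*-/- range of 20.8 to 91.8, while the other *Elmo1*+/- mice had 1718, 2963 and 2716. The gap was 0.887 of the range. A mislabelled library is argued against by *Elmo1*, at 1423 in this mouse, below the 1528 to 1769 of the other *Elmo1*+/- mice but far above the highest *Elmo1*-/- mouse at 316. Reads shared with the gene *Gpr137b*, on the same chromosome, stay open. *Gpr137b* was higher in *Elmo1*+/- mouse 2 than in *Elmo1*+/- mouse 1 by 1305 normalized counts, while *Gpr137b-ps* was lower by 1695, and the SD of *Gpr137b* between *Elmo1*-/- mice 1 and 2 was 1251, too wide to tell. A further candidate explanation is that this mouse carried on both chromosomes the form of the neighbouring DNA that *Elmo1*-/- mice have. *Ero1lb*, which lies beside *Gpr137b-ps*, was at a place of 0.0732 in this mouse, where 0 is the *Elmo1*-/- mean and 1 the mean of the other *Elmo1*+/- mice on the log2 scale. The other neighbours whose means differ by more than 0.2 on this scale do not decide it. On the side of *Elmo1* where *Gpr137b-ps* lies, their places ran from −2.03 for *Gng4* to 1.27 for *Edaradd*. Over both sides they ran from −2.36 for *Aldh5a1* to 2.16 for *Hist1h2bg*. These genes were chosen after their values were seen. The pattern was noticed in the same data and rests on 1 mouse and few genes, and no genotypes of the region were analysed here, so a technical and a genetic origin cannot be told apart.

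*Tjp1*, a gene of Fig. 4a, had a normalized count of 44.5 in *Elmo1*-/- mouse 1 and 170.0, 172 and 142 in the other *Elmo1*-/- mice, a gap of 0.855 of the range. *Elmo1*+/- mice 1 to 4 had 65.3, 56.4, 82.2 and 107. Its log2 fold change was 0.62 (standard error 0.43) and 1.08 without this mouse. A mislabelled library is argued against by *Elmo1*, at 274 in this mouse, the lowest of the *Elmo1*-/- mice and far below the lowest *Elmo1*+/- mouse. Low depth is argued against by its 35363045 reads on genes, more than the 25646712 of *Elmo1*-/- mouse 2. The mouse also lies farthest out on the first principal component, at −52.3 against −6.03 for *Elmo1*-/- mouse 2. It is also the only *Elmo1*-/- mouse with a count of 0 for *Xist*, and had 1114 for *Ddx3y*, where the labels give no sex and no groups were formed from these values. Whether the state of the culture or a property of the mouse lies behind it was not tested.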

How the results depend on the processing

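Chosen only after the results had been seen were the tests with DESeq2, with the side of the first principal component as a term or as a subset, and the counts of genes around *Elmo1* other than those for the windows, without *Elmo1*, without single mice and with the block. The side of the first principal component means the libraries numbered 1 and 2 against those numbered 3 and 4.

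The lower expression of *Elmo1* kept its direction and passed the threshold under all 19 alternatives, with an adjusted p from 1.4e-110 (DESeq2) to 2.3e-04. All 106 genes of Supplementary Table 2 had the direction the table gives, except that 103 of 106 had it without *Elmo1*+/- mouse 4 and 105 without *Elmo1*-/- mouse 2, and that with a minimum of 50 only 90 of them were tested, all 90 in the stated direction. The count of genes higher in *Elmo1*-/- osteoclasts was 0 in limma, edgeR and DESeq2 under each of the 19, with 75 genes higher at an unadjusted p under 0.05 in limma, 79 in edgeR and 99 in DESeq2. The count of genes called, all of them lower and all listed in Supplementary Table 2, was 1 and became 2 without *Elmo1*+/- mouse 2 (range 1 to 2 over mice left out), 3 with 1 surrogate variable and 2 with DESeq2. The added genes were *Gpr137b-ps* without *Elmo1*+/- mouse 2 and in DESeq2, and *Sugct* and *Aoah* with the surrogate variable, each of them within 10 Mb of *Elmo1*. The cause was not tested.

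Adjusted over the list alone, the number of Supplementary Table 2 genes called was 1 and ranged from 1 to 16 over mice left out (16 without *Elmo1*-/- mouse 3, 4 without *Elmo1*+/- mouse 2, 2 without *Elmo1*+/- mouse 4). It was 68 with the replicate block, 89 with 1 surrogate variable, 90 with the side of the first principal component as a term and 6 with DESeq2. The first 3 of these settings remove the separation of the libraries along the first principal component from the spread, but the list was chosen on the same libraries, so the counts are not independent evidence for it. Over all tested genes the number with an unadjusted p under 0.05 was 133. Over mice left out it ran from 70 (without *Elmo1*+/- mouse 1) to 330 (without *Elmo1*-/- mouse 1). It became 389 with the block, 648 with the surrogate variable and 411 with the side as a term, where chance gives 707 if the libraries are independent. For the fit without these terms, the 8 splits that part all same-numbered pairs gave 74 to 240, so its 133 is within what other splits give. Such splits were not run with these terms. The block changed no other call apart from the osteoclast genes below.

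The direction was followed through all alternatives for the genes that the paper's results name and those of Fig. 4a. Of the 30 such genes other than *Elmo1*, 27 kept their direction under every alternative, over 558 values for the 30. Genes named only as members of lists were not followed in this way. Of those in the ELMO pathway, *Dock2* went from 0.02 to −0.11 and *Dock5* from −0.12 to 0.19 without *Elmo1*-/- mouse 1. *Elmo2*, *Elmo3*, *Dock1*, *Rac1* and *Rac2* kept their direction without that mouse. Among the 30 genes followed, the 4 values that reversed were *Mpo* at 0.29, *Ctsg* at 0.02 and *Prtn3* at 0.53 without *Elmo1*+/- mouse 4, and *Prtn3* at 0.13 without *Elmo1*-/- mouse 2. *Elmo1*+/- mouse 4 had the highest count of the 3 genes, so the first 3 of these reversals rest on that mouse, and the cause of the last was not tested. Over mice left out the log2 fold change of *Mpo* ranged from −0.96 to 0.29, that of *Ctsg* from −1.25 to 0.0227 and that of *Prtn3* from −0.66 to 0.53, the lowest each without *Elmo1*+/- mouse 3. The median absolute difference between the recomputed ratios and the paper's was 0.0123 and ranged from 0.0111 to 0.0220 over mice left out, with 0.0167 without *Elmo1*+/- mouse 1, 0.0220 without *Elmo1*-/- mouse 2 and 0.0155 without *Elmo1*-/- mouse 3. Over the 18 assignments of mice to experiments it lay between 0.0115 and 0.0126.

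The excess of called genes near *Elmo1* (1 of 69 within 10 Mb, 0 of 14027 elsewhere, Fisher's exact test, two-sided, p = 0.0049) rests on *Elmo1* itself, and without it no called gene is left and p = 1. The exact p was 0.0031 with 5 Mb, 0.0093 with 20 Mb, and from 2.4e-05 (without *Elmo1*+/- mouse 2) to 0.0049 over mice left out. With 1 surrogate variable it was 1.1e-07, or 2.3e-05 without *Elmo1*. When neither *Elmo1* nor any gene of Supplementary Table 2 was counted, 0 of 61 genes near *Elmo1* and 61 of 13929 elsewhere had an unadjusted p under 0.05 (exact p = 1). That comparison decides nothing, since all 6 such genes near *Elmo1* are in the list and leave with it. The genes the study lists as higher were not enriched there (0 of 68, exact p = 1).

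The interferon-stimulated genes passed camera with the preset correlation (adjusted p = 3.6e-28, from 2.1e-43 to 8.9e-07 over mice left out) but did not pass fry (adjusted p = 0.61) or camera with an estimated correlation (adjusted p = 0.173). No list passed either of the latter tests, which were run only without a block. The primary granule genes (adjusted p = 0.31 from camera) passed without *Elmo1*+/- mouse 3 (2.65e-05) and reversed without *Elmo1*+/- mouse 4 (0.763), with a range over mice left out of 2.65e-05 to 0.786. The osteoclast genes (adjusted p = 0.31 from camera) ranged from 2.2e-04 to 0.941 over mice left out. They were lower and passed without *Elmo1*+/- mouse 1 (0.0395), *Elmo1*+/- mouse 2 (0.0129), *Elmo1*-/- mouse 3 (7.0e-04) or *Elmo1*-/- mouse 4 (2.2e-04), and turned higher without *Elmo1*+/- mouse 3 (0.62), *Elmo1*+/- mouse 4 (0.941), *Elmo1*-/- mouse 1 (0.0380, past the threshold) or *Elmo1*-/- mouse 2 (0.617). They were lower and passed with the replicate block (0.0390) and with the side of the first principal component as a term (0.0306), but did not pass with 1 surrogate variable (0.869). They were lower among the libraries numbered 1 and 2 (2.0e-09), and higher among those numbered 3 and 4 (3.6e-11). The preset correlation ignores that these genes vary together between cultures, and the cause of the changes was not tested.

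Depth limits the genes with low counts. *Ctsg* had as few as 3 reads in a library. Its log2 fold change was −0.52 with a pseudocount of 0.5 and −0.51 with 8, while that of *Sugct*, with as few as 4 reads, was −2.11 and −1.44. Without a filter, 24638 genes were tested, and with a minimum of 50 there were 11887, and *Elmo1* alone was called in both.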

Differences from the paper's values

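The settings with DESeq2 and with the side of the first principal component named here were chosen only after the values had been seen. The paper's Supplementary Table 2 lists 106 genes as changed between *Elmo1*-/- and *Elmo1*+/- osteoclasts, and limma called 1 of 14139 tested genes. The criteria differ. The paper's is a ratio of means compared between 2 groups of mice, while limma used a test across 4 mice per genotype adjusted over all genes. The count stayed apart from the paper's under every alternative set before the data were examined, with 1 gene in most, 2 without *Elmo1*+/- mouse 2 (*Gpr137b-ps* and *Elmo1*) and 3 with 1 surrogate variable (*Sugct*, *Elmo1* and *Aoah*). DESeq2, chosen after seeing the values, called 2, *Gpr137b-ps* and *Elmo1*, and left 104 of the paper's genes uncalled. Adjusted over the list alone, more of the paper's genes were called, 68 with the replicate block, 89 with 1 surrogate variable, 16 without *Elmo1*-/- mouse 3, 4 without *Elmo1*+/- mouse 2 and 2 without *Elmo1*+/- mouse 4. Of the settings chosen after seeing the values, the side of the first principal component as a term called 90 in this way and left 16 uncalled, and DESeq2 called 6 and left 100 uncalled.

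The ratios themselves could be compared for all 106 genes. None lay both more than 1.5 times from the paper's value and outside the spread between mice. All were on the paper's side of 0.5, with a median absolute difference of 0.0123, a largest absolute difference of 0.150 (*Slc2a4rg-ps*, 0.460 against the paper's 0.310) and a correlation across genes of 0.963, where genes are not independent replicates. None of the 18 assignments of the mice to 2 experiments gave the paper's values for all genes, and the paper's value lay inside the range over assignments for 7 of the 106. Fig. 4a orders the genes by the size of their change and places *Mtus2* first among the higher genes. Here *Tnfsf10* had the highest ratio, 0.686, and *Mtus2* had 0.649. *Gpr137b-ps* came first among the lower genes here and in the panel.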

Other observations

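Of the tests in this part, those of the genes with an unadjusted p under 0.05 around *Elmo1*, of the 2 sets of libraries along the first principal component, of single libraries, and the counts of splits other than those for called genes and interferon-stimulated genes were chosen only after the result was seen.

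Genes near *Elmo1* had an unadjusted p under 0.05 more often than genes elsewhere. With *Elmo1* left out, 6 of the 68 tested genes within 10 Mb had an unadjusted p under 0.05 in limma, or 8.82%, against 126 of 14027 elsewhere, or 0.898% (Fisher's exact test, two-sided, p = 4.1e-05). All 6 are genes that Supplementary Table 2 lists as lower, namely *Gpr137b-ps*, *Ero1lb*, *Lyst*, *Sugct*, *Aoah* and *Hist1h1c*. With the side of the first principal component as a term the counts were 10 of 68 and 400 of 14027 (exact p = 2.5e-05). Of the 35 splits of the 8 libraries into 4 and 4, 1 gave a p as small, the real one, and the next gave 0.0114 (Fisher's exact test). This share does not exclude chance, since the comparison was chosen after the result was seen and the libraries are not independent. By the rule used here the replicate numbers pair the libraries, so the comparison was also made over the 8 splits that part all 4 pairs. There the real one was 1 of 8, a share too large to exclude chance and the smallest that 8 splits allow. The numbers carry little beyond the side of the first principal component, so these 8 are not the only splits that could match the design. For the called genes the numbers of splits were also 1 of 35 and 1 of 8. The window test on called genes without *Elmo1* decides nothing, because no called gene is left (exact p = 1). A candidate explanation is DNA of another mouse strain that stayed around the deleted gene, which would lower or raise neighbours whatever ELMO1 does. The excess of neighbours fits such DNA, but an effect of the deletion on nearby genes would look the same, the paper's text does not give the strain of the cells in which the gene was deleted, and no variants of the region were analysed here. *Aoah* and *Ero1lb*, which the paper went on to delete, are among the 6.

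The interferon-stimulated genes, a list of 34, were higher in *Elmo1*-/- osteoclasts as a set. All 34 had a log2 fold change above 0, with a median of 0.34 (camera with the preset correlation, adjusted p = 3.6e-28), although none passed the limma threshold on its own. The list holds 11 genes of Supplementary Table 2, and the other 23 were all higher as well (median 0.30, adjusted p = 1.5e-14 from camera). Its theme was chosen after that table, made from these same libraries, had been seen, so the 23 are not an independent check. The call did not hold under fry or an estimated correlation, both run only without a block. The mean log2 normalized count over the list was 11.82, 11.06, 10.74 and 11.17 in *Elmo1*-/- mice 1 to 4 and 10.80, 10.98, 10.65 and 10.88 in *Elmo1*+/- mice 1 to 4. *Elmo1*-/- mouse 1 thus stood highest and the groups overlapped. Within each same-numbered pair the *Elmo1*-/- library was the higher one, by little in the pairs numbered 2 and 3. With the replicate number as a block, the adjusted p from camera with the preset correlation was 1.6e-31. Without *Elmo1*-/- mouse 1 the median fell to 0.153, 30 of 34 genes were higher and the adjusted p from camera was 8.9e-07. The set thus rests in large part, but not only, on 1 library, and whether that library's level came from its culture or its genotype cannot be told apart with 4 mice per genotype. Within the libraries numbered 1 and 2 and within those numbered 3 and 4 the median was 0.54 and 0.20, with 34 of 34 genes higher in each. Among the 35 splits, 3 gave a camera p as small, so chance cannot be excluded. Among the 8 splits that part all 4 same-numbered pairs it was 1, and the others with as small a p part fewer pairs.

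The primary granule genes, which include *Mpo*, *Ctsg* and *Prtn3*, had a median log2 fold change of −0.28 and did not differ as a set (8 of 10 tested, 2 of 8 higher, adjusted p = 0.31 from camera), nor did the secondary granule genes (median 0.11, 6 of 8 higher, adjusted p = 0.437). Their levels varied between cultures. The mean log2 normalized count of the primary granule genes was 7.40 in *Elmo1*+/- mouse 4 and 5.14 in *Elmo1*+/- mouse 3, with the *Elmo1*-/- mice between 5.76 and 6.52. Without *Elmo1*+/- mouse 4 the direction turned to a median of 0.14, and without *Elmo1*+/- mouse 3 it was −0.81. Of the 35 splits, 22 gave a p as small, and 6 of the 8 that part all pairs, so chance cannot be excluded. Immature myeloid cells left in the cultures are a candidate source of these transcripts. For the 5 tested granule genes that the study does not list, the difference between the genotypes was 0.309 of the SD within a genotype, too little to tell a genotype effect from differing numbers of such cells. The single genes of the list were not picked from these values. Its theme, however, followed *Mpo*, *Ctsg* and *Prtn3*, the 3 of its genes in Supplementary Table 2, which the study chose on these same libraries. *Ctsc*, also on the list, was abundant in all cultures, at 16495 ± 2691 normalized counts in *Elmo1*-/- osteoclasts (SD, n = 4).

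The libraries numbered 1 and 2 stood apart from those numbered 3 and 4 in both genotypes, with 62.3% of the variance on the first principal component. Of the 35 splits of the libraries, 2 called at least as many genes as the real one. The other was this split, with 5024 genes when fitted like the other splits, without a term for the genotype, which parts none of the same-numbered pairs, and among the 8 splits that part all 4 pairs the real one stood alone, so the share of 2 in 35 by itself does not exclude chance for a count of 1. The gene counted is the deleted *Elmo1*, whose difference does not rest on this count, since it was called under all 19 alternatives. The same held for the genes lower in *Elmo1*-/- osteoclasts (2 of 35). For the Supplementary Table 2 genes adjusted over the list alone 5 of 35 splits called as many, and 1 of the 8. With the side as a term limma called 1 gene, and *Elmo1* was the gene called within each set of 4 libraries. The difference of the genotype effect between the sets was past the threshold for 0 genes by limma, with 378 at an unadjusted p under 0.05. A difference in library size is argued against, since the mean log2 reads of the sets differed by 0.00390 with an SD of 0.34 within them. The separate experiments of the paper's methods, with 2 mice per genotype each, are a candidate explanation that the labels leave open. The mean log2 normalized count of the 16 osteoclast genes was 12.45, 12.94, 13.12 and 13.00 in *Elmo1*-/- mice 1 and 2 and *Elmo1*+/- mice 1 and 2, and 13.91, 13.94, 13.80 and 13.69 in mice 3 and 4 of each. Without labels for the experiments or the sex of the mice, the experiment and other differences between the cultures or mice cannot be told apart.

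The osteoclast genes did not differ between the genotypes as a set (median log2 fold change −0.07, 5 of 16 higher, adjusted p = 0.31 from camera) without a block, but were lower past the threshold with the replicate number as a block (0.0390), and not with 1 surrogate variable (adjusted p = 0.869 from camera, 7 of 16 higher). Their changes were opposite in the libraries numbered 1 and 2 (0 of 16 higher, adjusted p = 2.0e-09 from camera) and those numbered 3 and 4 (16 of 16 higher, 3.6e-11), so that they cancel in part over all libraries. The difference between these changes was not tested for the set. None of the lists passed fry or camera with an estimated correlation over all libraries, both run only without a block. Without the block, 28 of the 35 splits, and 6 of the 8 that part all pairs, gave a p as small. *Itgb3* had 8615 ± 4643 normalized counts in *Elmo1*-/- and 7614 ± 1529 in *Elmo1*+/- osteoclasts (SD, n = 4 mice each, log2 fold change 0.02, standard error 0.38). In other cultures, with *Elmo1*+/+ controls, the paper reports by quantitative PCR on the maturation genes of osteoclasts. Among genes of the ELMO pathway, *Elmo2* (0.03, standard error 0.07), *Dock1* (0.05, standard error 0.09), *Dock2* (0.02, standard error 0.16), *Dock5* (−0.12, standard error 0.36), *Rac1* (0.00, standard error 0.06) and *Rac2* (−0.06, standard error 0.11) had log2 fold changes within about 1 standard error of 0. *Elmo3*, at 45.3 ± 3.11 against 56.9 ± 4.99, had −0.32 (standard error 0.14, adjusted p = 0.9999 from limma).

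The libraries differ in transcripts of the sex chromosomes, and the sex of the mice is not given in the labels. *Xist* had a normalized count of 0 in *Elmo1*-/- mouse 1 and *Elmo1*+/- mice 1 and 2, and of 6929, 5369 and 5931 in *Elmo1*-/- mice 2 to 4 and 5634 and 5279 in *Elmo1*+/- mice 3 and 4. *Ddx3y* had 1114 in *Elmo1*-/- mouse 1 and 1302 and 1484 in *Elmo1*+/- mice 1 and 2, and at most 0.835 in the others. The libraries with a count of 0 for *Xist* are all numbered 1 or 2, and thus lie below 0 on the first principal component. These differences and the separation along that component therefore overlap in part. No groups were formed from these values and no biological explanation was tested.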
